# Mediator 1 ablation induces enamel-to-hair lineage conversion in mice through enhancer dynamics

**DOI:** 10.1038/s42003-023-05105-5

**Published:** 2023-07-21

**Authors:** Roman Thaler, Keigo Yoshizaki, Thai Nguyen, Satoshi Fukumoto, Pamela Den Besten, Daniel D. Bikle, Yuko Oda

**Keywords:** Transdifferentiation, Transcriptional regulatory elements, Epigenetic memory

## Abstract

Postnatal cell fate is postulated to be primarily determined by the local tissue microenvironment. Here, we find that Mediator 1 (*Med1*) dependent epigenetic mechanisms dictate tissue-specific lineage commitment and progression of dental epithelia. Deletion of *Med1*, a key component of the Mediator complex linking enhancer activities to gene transcription, provokes a tissue extrinsic lineage shift, causing hair generation in incisors. *Med1* deficiency gives rise to unusual hair growth via primitive cellular aggregates. Mechanistically, we find that MED1 establishes super-enhancers that control enamel lineage transcription factors in dental stem cells and their progenies. However, *Med1* deficiency reshapes the enhancer landscape and causes a switch from the dental transcriptional program towards hair and epidermis on incisors in vivo, and in dental epithelial stem cells in vitro. *Med1* loss also provokes an increase in the number and size of enhancers. Interestingly, control dental epithelia already exhibit enhancers for hair and epidermal key transcription factors; these transform into super-enhancers upon *Med1* loss suggesting that these epigenetic mechanisms cause the shift towards epidermal and hair lineages. Thus, we propose a role for *Med1* in safeguarding lineage specific enhancers, highlight the central role of enhancer accessibility in lineage reprogramming and provide insights into ectodermal regeneration.

## Abstract (web summary)

RNA-seq and ChIP-seq analysis shows that enamel-hair lineage transition induced by Mediator 1 ablation results from changes in enhancer dynamics.

## Introduction

Postnatal cell fates are controlled by selective transcriptional programs, that are coordinated by an underlying epigenetic machinery and cellular microenvironments^1–4^. Ectoderm evolves into multiple lineages including enamel forming dental lineages, or to hair and epidermis generating skin epithelia^5–7^. Adult stem cells are endowed with tissue-specific potential maintaining however the ability to differentiate into different cell types^8–10^. To date, the mechanisms controlling specific cell lineage commitment are yet not fully understood, and accordingly, the factors safeguarding dental or epidermal cell lineages are still largely elusive. Understanding these mechanisms is also crucial for our efforts in combating diseases like alopecia or tooth loss as it might create entry points for the development of bioengineering strategies for the regeneration of tissues like tooth enamel and skin hair, which have been challenging^7^.

The mouse incisor provides an excellent model system to study postnatal lineage commitment and progression. Dental epithelial stem cells (DE-SCs) residing in the cervical loop (CL) at the proximal end of incisors support the continuous growth of the incisors throughout the lifespan of a mouse. In contrast, dental epithelia on molars are not regenerated once molars are developed. DE-SCs regenerate the enamel organ on incisor by giving rise to all the dental epithelia including enamel matrix producing ameloblasts, Notch1 regulated stratum intermedium (SI), and others^11–16^.

Skin epithelia are derived from the same ectoderm and are divided into the interfollicular epidermis and the hair follicles during embryonic stages of skin formation^6^. Postnatally, hair follicle stem cells residing in the bulge region of hair follicles regenerate hair in the skin^17,18^. Hair follicles are essential for hair growth and regeneration in mammals and are characterized by a complex multilayered bulb structure containing the outer root sheath (ORS), the companion layer (Cl), the inner root sheath (IRS), and the medulla/cortex; all these structures are characterized by the selective expression of different hair keratins^19,20^, such as Keratin (KRT) 75 which labels Cl, KRT71 found in IRS, and KRT31 which is expressed in hair cortex, as well as the epithelial marker KRT14 which marks ORS. Following the initial developmental cycle, hair is maintained by hair follicle cycling in mice. This is characterized by an anagen phase during which the hair follicle expands, followed by a transitional catagen phase which leads to the involution of the hair follicle, and telogen, the resting phase. The cycle then begins a new in response to signals from the dermal papilla, a specialized mesenchymal group of cells attached to the proximal end of the hair bulb^21,22^. The shift between these phases involves substantial changes in gene expression patterns, which can be activated by injury. For example, hair depilation induces new hair growth by stimulating the anagen phase with induction of genes such as those encoding hair keratins^23^.

Several transcription factors and pathways have been shown to induce dental as well as hair and epidermal cell differentiation. During embryonic development, dental and skin epithelia share similar transcriptional networks as they are derived from the same ectoderm. Postnatally however, each lineage is controlled by specific transcription factors. For example, paired like homeodomain 2 (*Pitx2)*^24^, Nk homeobox 3 (*Nkx2-3)*^25^, and ISL LIM homeobox 1 (*Isl1)*^26^ are implicated in enamel epithelial homeostasis^7^ while transcription factors and signaling genes including HR lysine demethylase and nuclear receptor corepressor (*Hr also called hairless*) and Ras and Rab interactor 2 (*Rin2*) are important in controlling hair differentiation as mutations in these genes cause alopecia (hair loss)^27,28^. On the other hand, AP1 factors (*Fos/Jun*) and the tumor proteins of the p53 family including *Tp63* are crucial to direct postnatal epidermal differentiation in the skin^20^. Nevertheless, the check point factors specifying dental vs epidermal cell fate are still largely elusive.

The Mediator complex controls cell lineage. MED1 is a functional subunit of the Mediator complex, that facilitates gene transcription by linking enhancers to the RNA polymerase complex at transcriptional start sites (TSS) in gene promoters. MED1 has been shown to localize at typical enhancers (TE) and super-enhancers (SE) which represent distal regulatory elements recognized as key epigenetic hubs to determine cell identity and properties^4,29^. As such, the Mediator complex facilitates the expression of cell fate driving transcription factors and genes. In fact, Med1 assures pluripotency of embryonic stem (ES) cells by enforcing the expression of *Klf4, Oct4, Sox2*, and *Nanog*, four key reprogramming factors. In addition, reduced expression of Mediator subunits like *Med1* triggers differentiation of ES cells^4,29^. Deletion of *Med1* also affects somatic cell fates such as shown in epidermal cells in skin^30–34^. *Med1* ablation hinders invariant natural killer T cell development^35^ and prevents luminal cell maturation in the mammary epithelia in mice^36,37^. These data indicate a role for *Med1* in controlling lineage commitment in somatic cells as well. However, the exact role of *Med1* is not fully understood as previous biochemical studies indicated that removal of Med1 disturbs selective transcription^38^, but is dispensable for Mediator complex formation^38^.

In the present study, we investigate the role of *Med1* in governing ectoderm lineage development. Using a conditional knockout (cKO) mouse for *Med1*, we show that ablation of *Med1* in ectoderm derived epithelial cells causes hair generation on incisors while they lose their ability to produce enamel resulting in severe enamel dysplasia^33,39,40^. We describe a unique cellular arrangement by which *Med1* ablation causes ectopic hair growth on incisors, and using an integrative multi-omics approach we demonstrated that this intriguing phenomenon is due to a reshape of the enhancer landscape in which ectoderm conserved enhancers are amplified to induce epidermal and hair driving transcription factors.

## Results

### Lack of *Med1* in dental epithelia causes ectopic hair on incisors

During postnatal murine tooth maintenance, CL residing dental epithelial stem cells (DE-SCs) differentiate into Notch1 regulated SI, ameloblasts, and other epithelia to mineralize enamel on the incisor surface (Fig. 1a, top). Intriguingly, deletion of *Med1* from *Krt14* expressing DE-SCs and their progenies provoked a major phenotypical shift in the dental compartment causing enamel formation to be replaced by unusual, ectopic hair growth on mouse incisors but not on molars as we have previously reported^33^. This phenomenon has also been observed in two further unrelated mouse models^41,42^ and has been described in a few clinical cases^43^. As hair growth on the skin depends on multiple cell populations arranged to form hair follicles (Fig. 1a, bottom), the question arises on how hair development is achieved in a dental environment. Therefore, we evaluated the cellular processes leading to hair development in *Med1* cKO incisors by comparing it with physiological hair in skin. Although hair grown on incisors of our mouse model showed a comparable hair architecture (cuticle), composition (guard hair and zig-zag hair), and morphology as naturally grown skin hair (Fig. 1b), hair formation significantly differed on incisors in which hair supporting tissues and root structures lacked hair follicles (Fig. 1b). In fact, while skin grown hair is regenerated from large anagen follicles in response to signals from the dermal papilla and maintained by small telogen follicles (Fig. 1c, bottom orange arrows), we found that dental hair is surrounded by atypical cell clusters without typical hair follicle-like structures in *Med1* cKO incisors (Fig. 1c top, yellow triangles, and Supplementary Fig. 1e, blue arrows with dotted lined region). These abnormal cell clusters originated from a disorganized SI layer (Supplementary Fig. 1a, b, red triangles) that progressed into expanded papillary layers (Supplementary Fig. 1c, yellow triangles) to form the hair bases in dental mesenchymal tissues (Supplementary Fig. 1e, blue triangles). NOTCH1 positive SI/SR derived papillary cells formed unusual cell aggregates and differentiated into the hair lineage as demonstrated by the expression of the hair follicle marker KRT71 at 4 weeks of age (Supplementary Fig. 1d). At adult stages (3 months of age and later), these aggregates formed aberrant pocket-like structures (Fig. 2a). Although the NOTCH1 expressing SI/SR derived cell clusters gave rise to cells expressing the hair marker KRT71 and the epidermal marker Loricrin (LOR) at 3 months of age (Fig. 2a, b), the spatial organization of these cells was scattered and randomly distributed (Fig. 2b two left panels, arrows). This clearly differs from the well-defined cellular framework found along hair follicles and on the surface of the interfollicular epidermis in the skin (Fig. 2b, right panels, orange arrows). Furthermore, hair depilation of skin initiated the hair cycle by enlarging hair follicles (anagen) (Fig. 2c left 3 panels, orange arrows) and by inducing the expression of hair keratin *Krt31* (Supplementary Fig. 2a, skin). In contrast, dental hair depilation did not activate any follicle-like structures in the hair supporting tissues on *Med1* null incisors (Fig. 2c two right panels, blue arrows), in either distal or proximal incisor regions (Supplementary Fig. 2b) nor was the expression of the hair marker *Krt31* induced (Supplementary Fig. 2a tooth). Nevertheless, hair grew back at its original length 12 days after depilation in *Med1* cKO incisors (Fig. 2d blue arrow), as occurred in normal skin (Supplementary Fig. 2c). These results demonstrate that hair can grow and is regenerated through SI-derived dental epithelia (Fig. 2e).

**Fig. 1:**
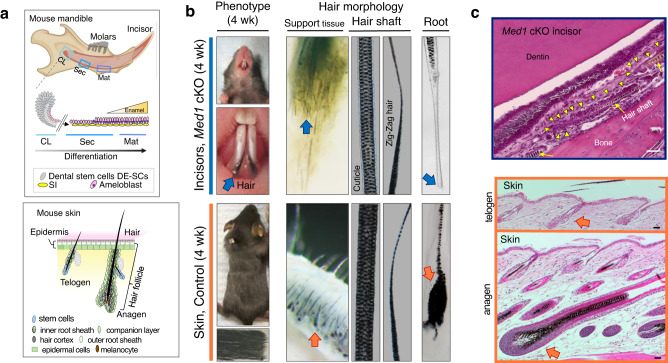
Loss of *Med1* in dental stem cells causes ectopic hair growth on incisors. **a** Top, diagram representing normal dental epithelial differentiation and enamel formation in mouse mandible. CL cervical loop, Sec secretory stage, Mat maturation stage, DE-SCs dental epithelial stem cells, SI stratum intermedium. Bottom, hair regeneration by hair follicles under hair cycling regulation of resting telogen (left) and growing anagen (right) in skin. **b** Hair growth on *Med1* cKO incisors at 4 weeks of age (top) is compared to normal hair in skin (bottom). Arrows show the root of hairs. **c** Top, HE sections of tissues emphasizing the atypical cell cluster (yellow triangles) surrounding hair shafts (yellow arrow) found between dentin and bone in *Med1* cKO incisor (3 month). Bottom, HE sections for hair follicles at anagen (bottom) and telogen (top) phases supporting hair growth and regeneration in the skin (orange arrows). Bars = 50 μm. For **b**, **c**, representative images are shown. The diagram depicting the mouse mandible (brown colored) was created with BioRender.com, as were the ones shown in Figs. 2a, 3a, c, and 4a and Supplementary Figs. 1a and 4a.

**Fig. 2:**
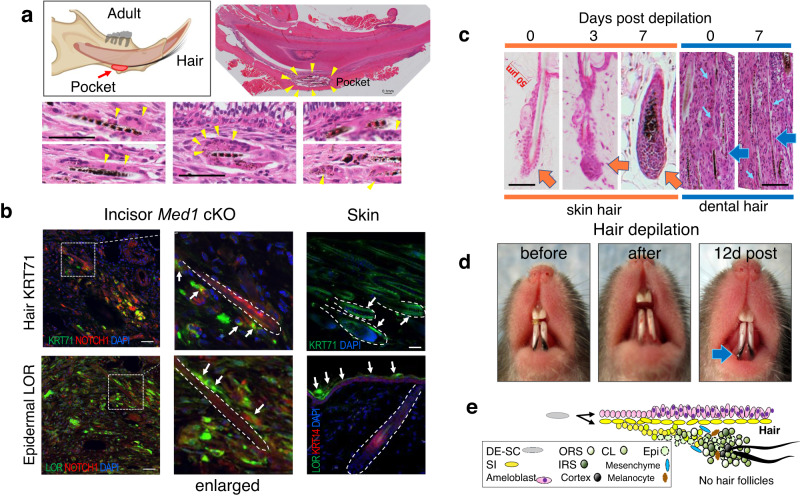
*Med1* null mice develop and regenerate hair on incisors. **a** Left, diagram depicting hair generation via pocket-like structures (red) in *Med1* cKO incisor in adult mice. Right and lower picture set, HE staining to evidence hair in pocket formation and eosin-positive aberrant cell clusters surrounding hair shafts (yellow triangles) in dental tissues. **b** Top, immuno-staining for hair marker KRT71 (green) and dental SI marker NOTCH1 (red) in the hair-generating tissues in *Med1* cKO incisors or for KRT71 only (green) in normal skin. Bottom, epidermal marker LOR (green) and NOTCH1 (red) in dental tissues compared to LOR (green) and KRT14 (red) localization in the skin. The location of hair shafts is marked by dotted lines. **c** HE staining on sections of skin (orange) and dental (blue) tissues before (day 0) and after hair depilation (3 and 7 days). Large orange arrows show hair follicles in the skin. Large blue arrows show hair roots in dental tissues. Small pale blue arrows show eosin positive cell clusters. Bars = 50 μm. **d** Full hair regeneration 12 days after hair depilation from *Med1* cKO mice (blue arrow). **e** Schematic representation of cellular processes and anatomical location of dental SI/SR derived dental epithelia (yellow) that are gradually transformed into epidermal (dotted circle) and various hair gene expressing cells (solid circles). Multiple hair keratins are expressed, equivalent to skin hair follicle layers including companion layer (Cl), inner root sheath (IRS), outer root sheath (ORS), and hair cortex, but in disorganized manner in aberrant cell aggregates that lack hair follicle structures in *Med1* cKO incisors. Presence of mesenchymal cells and melanocytes are also shown in blue and brown, respectively. For **a**-**d**, all of the *Med1* cKO mice have the same phenotypes, and representative images are shown, and reproducibility was confirmed at least in two different litters of *Med1* cKO and control mice (*n* = 3).

To better understand dental hair growth and regeneration, we compared hair follicles of the skin, including distinct hair follicle layers, mesenchymal cells such as dermal papilla, and the presence of melanocytes to pigment the hair, with the cell clusters found around dental hair in *Med1* cKO mice.

In the skin, hair follicles have distinct cellular layers. Using 4 different antibodies, these layers were well distinguishable in cross sections of normal skin hair follicles (4 weeks, anagen). They form ring structures in which the ORS layer (KRT14, red) was outmost, followed by a KRT75 positive Cl layer and an internal KRT71 expressing IRS layer (Supplementary Fig. 3b left 3 panels) as shown in the diagram in Supplementary Fig. 3a). The innermost layer was positive for KRT31 (Supplementary Fig. 3b). The arrangement and spatial distancing from KRT14 positive cells were also observable in sagittal sections (Supplementary Fig. 3b far right panels), as shown in the diagram (Supplementary Fig. 3c). Next, we assessed if these organized structures can also be found around the bases of dental hair in *Med1* cKO mice. Here, cells expressing KRT75, KRT71, or KRT31 were found as well but they were scatted and did not form follicle structures (Supplementary Fig. 4a, b), thus clearly differing from the skin. Also, no spatial distancing from KRT14 positive cells was observable in sagittal sections (Supplementary Fig. 4b, yellow triangles in upper panels) nor were ring-like structures found at cross sections (Supplementary Fig. 4a, b lower panels).

These results were further confirmed when cryosections of hair generating tissue dissected from *Med1* cKO mandibles (Supplementary Fig. 5a) were analyzed. Again, three hair keratins (KRT75, KRT71, KRT31) were distributed randomly near hair shafts, but did not organize into hair follicle structures (Supplementary Fig. 5b).

Regarding the presence of dermal papilla, such structures were also missing in the roots of incisor-grown hair lacking hair bulbs (HE stains in Fig. 1c, and Supplementary Fig. 1a–e). Nevertheless, we found the mesenchymal protein VIMENTIN (red) in KRT71 expressing hair generating cell clusters in *Med1* cKO mice (6 months)(Supplementary Fig. 5c yellow triangles). Although VIMENTIN does not represent a classic marker for dermal papilla, it was localized in this structure in the skin^44^. Again, VIMENTIN expressing cells were scattered and did not form well organized structures, suggesting lack of papilla-like structures in *Med1* cKO mice.

Next, we assessed melanin accumulation in the pocket tissues of *Med1* cKO incisors which generated well-pigmented black hair (C57BL6 background) (Supplementary Fig. 6a, yellow arrows). Brown-colored melanin-producing cells were randomly distributed (Supplementary Fig. 6a, enlarged images) again differing from the skin in which the melanin is discretely accumulated inside of the hair bulbs (Supplementary Fig. 6b, 4 week anagen). In addition, mRNA expressions of melanocyte markers were elevated in incisors of *Med1* cKO mice (Supplementary Fig. 6c, RNA-seq) indicating the presence of melanocyte-like cells. It is plausible that this type of cell might be generated through an aberrant lineage conversion of neural crest cells, multipotent stem cells that regenerate mandibular cells including dental mesenchymal cells^45^.

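The RNA-seq experiment compared tissues dissected from the cervical loop (CL), the growing end of the mouse incisor, at 4 weeks of age. The CLH tissue holds the dental epithelial stem cells and the CLT tissue holds their progenies. Each tissue was taken from *Med1* cKO mice, in which Cre recombinase under the *Krt14* promoter removes *Med1* exons 8 to 10 from epithelial cells, and from littermate Ctrl mice of 2 litters, with tissues of several mice pooled. There were 2 libraries in each of the 4 groups. According to the paper's methods, the authors aligned the reads to the mouse genome (mm10) with RNA STAR and counted reads per gene with featureCounts. The deposited table gives each library's RPKM (reads per kilobase of gene length, scaled to the library's total) for 23358 genes. The paper's text does not name the annotation, the strand setting or the total used for the RPKM. Values of overlapping and antisense genes, and of near-identical keratin and keratin-associated protein genes, are therefore uncertain. Multiplied by gene length, 100.0% of the values checked were whole multiples of 1 step per library, which gave back the reads behind each value. Reads on genes numbered 28651106 and 22330512 in the Ctrl CLH libraries, 28389307 and 24868843 in cKO CLH, 24951483 and 22765777 in Ctrl CLT, and 23045328 and 22554294 in cKO CLT. The median absolute log2 ratio between the 2 libraries of a group was 0.106 in Ctrl CLH, 0.135 in cKO CLH and 0.126 in cKO CLT, but 0.472 in Ctrl CLT. In Ctrl CLT, 41.7% of genes differed by more than 1.5-fold between the 2 libraries, against 1.3% to 2.4% in the other groups. Differences between cKO and Ctrl were tested with limma on log2(RPKM + 1) within the 4 libraries of each region, over the 14148 genes with an RPKM of at least 1 in at least 2 of the 8 libraries. Fold changes on this scale understate the change of low genes. Adjusted p-values are Benjamini-Hochberg values from this limma test. An exact permutation test of 2 against 2 libraries cannot give a p under 0.333.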

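*Med1* (chromosome 11, 98152155 to 98193293, mm10) was measured first, as a check of the labels. In CLT, its RPKM was 4.83 and 8.71 in the libraries labelled Ctrl and 9.15 and 8.96 in the libraries labelled cKO (log2 fold change 0.42, SE 0.30, adjusted p = 0.36, limma). In CLH, it was 7.71 and 9.12 in the libraries labelled Ctrl and 7.10 and 7.03 in those labelled cKO (log2 fold change -0.22, SE 0.11, adjusted p = 0.71, limma). These values rest on 1072 to 2015 reads per library. Exons 8 to 10 make up 239 of the 7589 bases over which *Med1* reads were counted, or 3.1%, and the table holds no values per exon. Both libraries labelled cKO lay below both labelled Ctrl in CLH and above both in CLT, so *Med1* RPKM was not lower in cKO in both regions, and all directions given for these data are those of the libraries labelled cKO against the libraries labelled Ctrl. The log2 fold change of *Med1* in CLT was 0.05 without Ctrl CLT 1 and 0.79 without Ctrl CLT 2.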

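The 5 melanocyte markers of Supplementary Fig. 6c were higher in both CLT libraries labelled cKO than in both labelled Ctrl, with a median log2 fold change of 3.58. *Dct*, which encodes a melanin synthesis enzyme (chromosome 14, 118012790 to 118052246), had an RPKM of 46.3 and 7.40 in Ctrl CLT and 124 and 122 in cKO CLT. *Tyrp1* (chromosome 4, 80834230 to 80851718) had 16.2 and 0.0415 in Ctrl CLT, the latter resting on 3 reads, and 70.1 and 64.4 in cKO CLT. *Pmel* rose from 25.1 and 0.724 to 75.1 and 84, and *Mlana* from 36.9 and 0 to 111 and 113. The transcription factor *Mitf* rose from 3.96 and 1.73 to 13.5 and 12.2, a log2 fold change of 1.91 (SE 0.34, adjusted p = 0.069, limma). None of the 5 markers passed an adjusted p of 0.05 over all genes tested, 1 passed when adjusted over the list alone, and 3 had an unadjusted p under 0.05. Over all genes tested, 4 of the 5 passed with all 8 libraries in 1 fit. The paper does not say how the markers were chosen. It reports them as elevated in these samples, so the values adjusted over the list alone are not independent evidence. As a set the markers were higher by camera, a test of a gene set against all other genes, with an inter-gene correlation of 0.01 (adjusted p = 0.012 over 9 list tests), but not by fry (adjusted p = 0.21) or with an estimated correlation (adjusted p = 0.49). Among the 9 list tests made on these libraries, 8 passed by camera, 1 by fry, which was that of the enamel transcription factors in CLT, and 0 with an estimated correlation. The alternative that moved the melanocyte markers most was the choice of Ctrl library, with a median log2 fold change of 5.54 without Ctrl CLT 1 and 1.57 without Ctrl CLT 2.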

Altogether, these results demonstrate that *Med1* cKO incisors generate all the components needed for hair growth and regeneration as found in the skin, but they fail to organize them in well-defined hair follicle structures. Expression of hair and epidermal markers in the hair generating dental cell aggregates further indicates that the presence of certain transcriptional patterns allow for the generation of hair via a primitive cellular environment.

### *Med1* deficiency is sufficient to switch the dental transcriptional program towards hair and epidermis in incisors in vivo

Cell identity and cell lineage progression tightly associate with a timed expression of specific gene-sets. As loss of *Med1* causes hair growth in the dental compartment, using total gene expression datasets we investigated the expression patterns of epidermal and hair-related gene sets at distinct anatomical locations of incisors in *Med1* cKO mice (Fig. 3a, diagram). Our analyses revealed that, compared to control mice, in *Med1* cKO mice some epidermal genes are already induced in the DE-SCs containing CL region at 4 weeks of age (Fig. 3b left panel, blue dotted box, Fig. 3c pale blue bar). Subsequently, as DE-SCs differentiate towards the secretory (Sec) and maturation (Mat) stages, expression of many epidermal genes strongly increase in *Med1* deficient tissue (Fig. 3b). Intriguingly, hair-related genes were not yet detected in the CL locus but become clearly upregulated downstream in the Sec and Mat regions (Fig. 3b right panel, Fig. 3c blue bar). Different hair keratin genes representing distinct layers of hair follicles were upregulated, including KRT75 for supportive companion layer, KRT31 for hair cortex, and KRT71 for IRS (Fig. 3b right panel). Immunostaining confirmed the sequential induction of epidermal and hair markers as the epidermal markers LOR and KRT1 were detected in the secretory stage as we have previously described^39^ but KRT71 was expressed only at the maturation stage (Supplementary Fig. 1d). These data illustrate how in cKO mice the expression of selected gene-sets during dental hair development parallels embryonic and postnatal skin development in wild-type mice, where epidermal development occurs first (E15) (Fig. 3c orange bar), followed by hair follicle formation (E18) (Fig. 3c yellow bar). These results demonstrate that *Med1* deficiency is sufficient to implement epidermal and hair-related transcriptional programs priming dental stem cells towards skin epithelial differentiation in vivo.

**Fig. 3:**
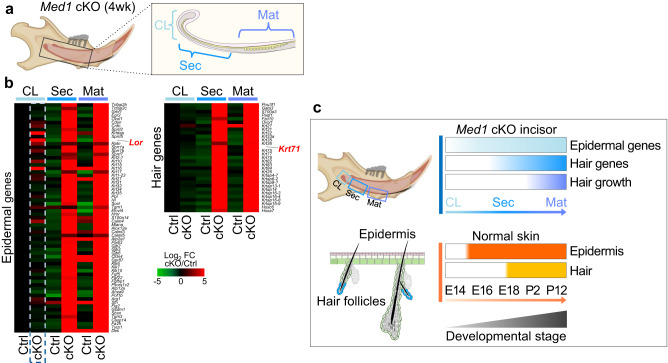
Loss of *Med1* activates epidermal and hair gene expression in developing incisors. **a** Diagram depicting the anatomical locations tested in Ctrl and *Med1* cKO incisors. CL, cervical loop; Sec, secretory stage; Mat, maturation stage. **b** Heatmap showing differential gene expressions for epidermal genes (left) and hair genes (right) in *Med1* cKO incisors versus Ctrls at 4 weeks of age. For each gene, fold changes are compared to CL Ctrl; *n* = 3 for all samples and average values for each group are shown. **c** Top, diagram depicts sequential expression of epidermal genes (light blue) and hair genes (blue) as well as hair growth (purple) in *Med1* cKO mice regarding the different anatomical locations on incisors (CL, Sec, and Mat) of *Med1* cKO incisors. Bottom, pattern comparison to epidermal (orange, E15) and hair gene inductions (yellow, E18) during embryonic development of the skin.

### *Med1* deletion redirects dental epithelial stem cells towards an epidermal fate in vitro

Although deletion of *Med1* causes a lineage shift in vivo, the question arises if aberrant dental hair growth is due to lineage predisposition of dental epithelial stem cells. To investigate this phenomenon, dental stem cells from CL tissues were cultured. CL tissues from 8–10 weeks old control and *Med1* cKO mice were micro-dissected and digested cells were plated until self-renewing stem cell colonies formed (Fig. 4a, b). An enhanced proliferation rate was observed for the *Med1* deficient cells as shown by the increased number of BrdU positive cells as well as by the generation of larger colonies (Fig. 4b, cKO). Confirming and expanding these results, IPA (ingenuity pathway analysis) of whole transcriptomic data from these cultures not only revealed an upregulation of cell growth and proliferation related pathways in *Med1* null cells, but also showed that these cells spontaneously differentiate into the epidermal lineage in monolayer cultures (Fig. 4c, d), even without factors or mesenchymal feeder cells to induce epidermal differentiation. In fact, like Sec tissue from cKO mice (Fig. 4d, middle column), an extensive set of epidermal-related genes are clearly upregulated in cultured *Med1* null DE-SCs as well (Fig. 4d right column). Of note, in contrast to our in vivo data shown above, genes related to hair differentiation are only partially induced in vitro (Fig. 4d), suggesting that full hair differentiation requires additional external processes. Furthermore, IPA analysis also identified members of the p53 family (Tp63/53/73) as top upstream inducers of epidermal differentiation (Fig. 4e) that are linked to the key epidermal AP-1 transcription factors *Fos* and *Jun* (Fig. 4f), resembling their roles in the skin. Collectively, these results show that Med1 deletion reprograms DE-SCs towards epidermal fates through a cell intrinsic mechanism. Together with our in vivo observation in *Med1* cKO mice, these results lead us to investigate the underlying epigenetic and transcriptional mechanism, by which Med1 assures enamel lineage and Med1 deficiency causes a cell lineage shift.

**Fig. 4:**
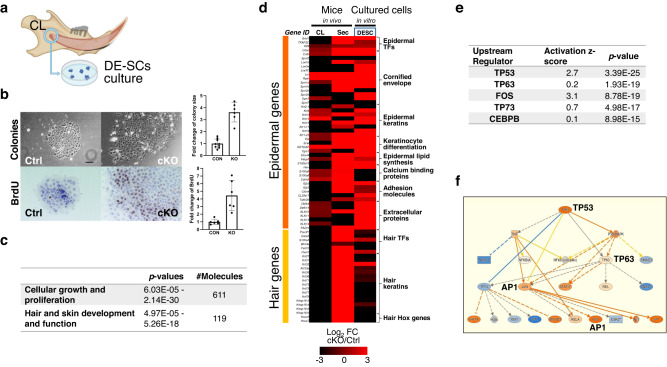
*Med1* deficiency directs DE-SCs towards epidermal fate in vitro. **a** Generation of DE-SC culture from CL tissues. **b** Left, representative bright field images of DE-SC colonies and BrdU staining in Ctrl and *Med1* cKO. Bar = 10 mm. Right, quantification of colony size and BrdU positive cells/colony are shown as fold changes (cKO/Ctrl) with standard deviations (error bars); in both comparisons (*n* = 6–9, t-test *p* < 0.01). **c** Biological processes associated with loss of *Med1* in DE-SCs as identified by Ingenuity Pathway Analysis (IPA) on microarray gene expression data. **d** Heatmap showing differential gene expressions of epidermal and hair-related genes in *Med1* cKO vs Ctrl incisor tissues (CL and Sec in vivo) and cultured *Med1* cKO vs Ctrl DE-SCs (third lane); *n* = 3 for all samples and average values for each comparison are shown. **e** Upstream r**e**gulators responsible for biological process induced by loss of *Med1* in DE-SCs as identified by IPA on microarray data as used in **c**. **f** Mechanistic network representation for TP53/63 pathways in induced in *Med1* lacking DE-SC culture regulating epidermal fate driving AP-1 factors; upregulated genes are in orange and direct relationships are shown by solid lines. Reproducibility was confirmed by two independent cultures, and representative data are shown.

### Med1 regulates enamel lineage driving transcription factors through super-enhancers

Lineage commitment and reprogramming are controlled by cell fate driving transcription factors. Mediator including MED1 subunit orchestrates these key factors by associating with super-enhancers^29^. Therefore, we first assessed the genome wide distribution of MED1 during dental epithelial development in control mice (4 week), then identified MED1-regulated transcription factors through super-enhancer analyses. For this purpose, we performed MED1 ChIP-seq of the stem cell containing head region of the CL (CLH) as well as of the CL tail area (CLT) which includes the stem cell progenies (Fig. 5a, left diagram). MED1 peaks were found in the distal intergenic regions, whereby an accumulation of peaks was observable in CLT vs CLH tissues (Supplementary Fig. 7a). MED1 peaks associated with several hundred super-enhancers in the CLH and CLT tissues (Fig. 5b and Supplementary Fig. 7b). These include super-enhancers at genomic loci near lineage driving transcription factors. In the CLH tissues, these encompass enamel lineage transcription factors like *Pitx2*, *Isl1, and Nkx2-3* (Fig. 5b left panel and Fig. 5c left 3 panels), which may prime adult stem cells to an enamel fate, consistent with their essential roles in tooth morphogenesis during embryonic development^25,46^. In contrast, in CLT samples MED1 super-enhancers were found around key transcription factors like Satb1 homeobox 1 (*Satb1)* and Runx family transcription factor 1 (*Runx1*) and 2 (*Runx2*) which control later cellular processes like differentiation and enamel mineralization^46–48^ (Fig. 5b right panel and Fig. 5c right 3 panels). Of note, the mRNA expression levels of these transcription factors were strongly reduced in CLT tissues in *Med1* cKO mice (Fig. 5d and Supplementary Fig 7d), further implicating their role in enamel formation as *Med1* null mice show severe enamel dysplasia^40^. In addition, MED1 levels were also enriched around the promoters of these transcription factors but not for ameloblast markers (Supplementary Fig. 7e), indicating that MED1 directly activates enamel fate related transcription factors rather than supporting late differentiation. These data suggest that *Med1* programs dental stem cells and their progenies to commit and progress towards the enamel lineage by controlling the expression of lineage driving transcription factors (Fig. 5e).

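All 16 transcription factors of Fig. 5d had a lower RPKM in both CLT libraries labelled cKO than in both labelled Ctrl, with a median log2 fold change of -1.26 and the smallest change at -0.62 (*Snd1*). *Isl1* (chromosome 13, 116298270 to 116309688) fell from 22.0 and 21.3 to 0.734 and 0.479 (log2 fold change -3.82, SE 0.18, adjusted p = 0.021, limma). *Satb1* (chromosome 17, 51736187 to 51833290) fell from 27.1 and 34.9 to 1.62 and 1.67 (log2 fold change -3.58, SE 0.20, adjusted p = 0.022, limma). *Nkx2-3* (chromosome 19, 43612325 to 43615892) had an RPKM of 10.2 and 3.63 in Ctrl CLT and no reads in either library labelled cKO, which makes it at least 135-fold lower, or at least 70.7-fold without Ctrl CLT 1. Its adjusted p was 0.064, and across the alternatives it ranged from 0.0038 with all 8 libraries in 1 fit to 0.11 without a filter on low values. *Runx1* had a log2 fold change of -1.28 (SE 0.18, adjusted p = 0.06, limma) and *Runx2* one of -2.52 (SE 0.41, adjusted p = 0.064, limma). *Runx2* had an RPKM of 10.2 and 21.6 in Ctrl CLT and of 2.08 and 1.48 in cKO CLT. Over all genes tested, 3 of the 16 factors passed an adjusted p of 0.05 (*Isl1* and *Satb1* among them), and 14 passed when adjusted over the list alone, on the samples from which the study chose the list. An unadjusted p under 0.05 was reached by 14 of them. As a set the factors were lower by camera (adjusted p = 7e-09) and by fry (adjusted p = 0.045), but not with an estimated correlation (adjusted p = 0.37). Without a filter on low values the adjusted p was 0.078 for *Isl1* and 0.084 for *Satb1*, and across the alternatives their lowest values were 6.3e-05 and 9.2e-05. The alternative that moved the median log2 fold change most was the log2 ratio of group mean RPKM, at -1.73. Odontoblast and bone markers fell as well, from a median RPKM of 40.6 and 130 in Ctrl CLT to 0.407 and 0.326 in cKO CLT. Basal epithelium markers rose, from 289 and 153 to 410 and 460. A difference in the tissue dissected and an effect of *Med1* loss on these factors therefore cannot be told apart here. Taking the reduced expression together with the severe enamel dysplasia of *Med1* null mice, the paper reasons that these factors, found through MED1 super-enhancers, have a role in enamel formation.

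**Figure D1:**
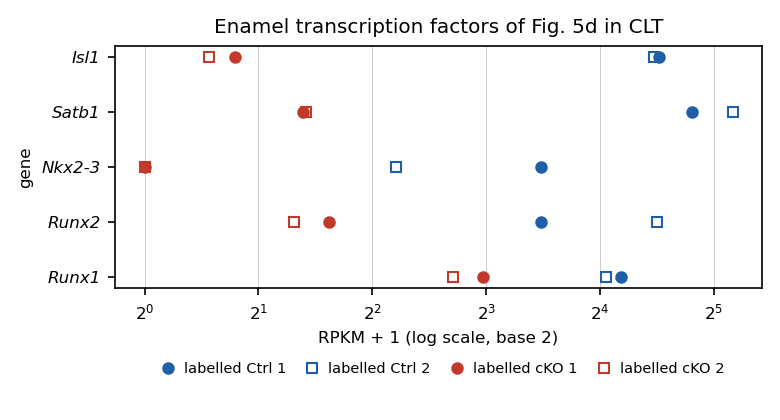
RPKM + 1 on a log axis of base 2 for 5 of the enamel transcription factors of Fig. 5d (*Isl1*, *Satb1*, *Nkx2-3*, *Runx2* and *Runx1*), with 1 point for each of the 4 CLT libraries (filled circles, replicate 1, and open squares, replicate 2). For each of these genes both libraries labelled cKO (red) lie below both libraries labelled Ctrl (blue), with log2 fold changes from -3.82 (*Isl1*) to -1.28 (*Runx1*).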

**Fig. 5:**
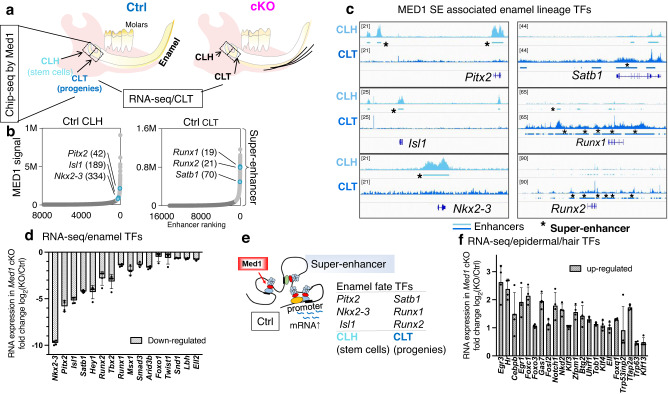
*Med1* directly controls enamel lineage transcription factors by associating with their enhancers and promoters. **a** Schematic representation of tissues isolated (CLH; stem cells, CLT; stem cell progenies) from normal mouse mandibles for MED1 ChIP-seq and RNA-seq. **b** MED1 bound enhancer clustering in CLH and CLT tissues. Light gray and blue dots represent super-enhancers, dark gray dots are typical enhancers; blue dots outline super-enhancer associated with enamel transcription factors as designated by gene name and enhancer ranking numbers. **c** Genomic MED1 binding profiles in CLH (light blue) and CLT (blue) tissues on mouse genome (mm10) for relevant transcription factors. Super-enhancers (SE) are marked by bars with asterisks*. Average profiles from two independent ChIP-seq experiments are shown, in which cervical loop tissues from 2–4 mice (Med1 cKO and littermate control) are pooled for one ChIP experiment (total 4–8 cervical loop tissues). **d** Transcription factors (TFs) identified through MED1 super-enhancer that were down-regulated in *Med1 cKO* (CLT) as measured by RNA-seq. **e** Schematic of *Med1* inducing enamel fate transcription factors (TFs); distal MED1 (red) containing super-enhancers associate to gene promoters to induce mRNA expression (blue waved lines). **f** Enhancer-associated epidermal or hair fate transcription factors (TFs) that were upregulated in cKO (CLT) as measured by RNA-seq. **d**, **f** Data are shown as fold changes (log_2_ FC) with standard deviations (*n* = 4, error bars) with statistical significance (*t*-test, *p* < 0.05) in combinatory analysis of cKO compared to Ctrl within two different litters of *Med1* cKO and control mice (6 CL tissues each group). The diagram of the mandibles (pink colored) is derived from our previous publication^39^ but modified here, and same for ones in Fig. 6a and Supplementary Figs. 2b, 8d, and 9a, and CL tissues in Fig. 7a.

Intriguingly, in *Med1* cKO CLT tissues we also found enhancers around a different set of transcription factors (Supplementary Fig. 7c, pink labeled). These are involved in epidermal differentiation of the skin and included the genes of early growth response (*Egr3)*, CCAAT enhancer binding protein b (*Cebpb*), Fos like 2 (*Fosl2*) (AP-1 transcription factor subunit), Kruppel like factor 3 (*Klf3*), Forkhead box C1 (*Foxc1*), *Foxo3*, tumor protein *Tp63*, and hair fate driving factors like *Hr* and *Rin2*. 

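The 22 transcription factors listed for epidermal and hair fates, which include *Egr3*, *Cebpb*, *Fosl2*, *Klf3*, *Foxc1*, *Foxo3*, *Trp63* (listed as *Tp63*), *Hr* and *Rin2*, were all higher in both CLT libraries labelled cKO than in both labelled Ctrl. Their median log2 fold change was 1.21, from 0.45 (*Trp63*) to 3.46 (*Egr3*). *Egr3* (chromosome 14, 70077445 to 70080157) had an RPKM of 8.16 and 0.186 in Ctrl CLT and 32.8 and 38.1 in cKO CLT, so that the Ctrl libraries themselves differed widely (log2 fold change 3.46, SE 1.05, adjusted p = 0.11, limma). The hair factor *Hr* (chromosome 14, 70554056 to 70573542) likewise had 48.4 and 10.3 in Ctrl CLT and 117.5 and 133.2 in cKO CLT (log2 fold change 2.42, SE 0.76, adjusted p = 0.11, limma). *Foxc1*, *Klf3* and *Foxo3* differed less between the Ctrl libraries, and their log2 fold changes were 1.73, 0.97 and 0.95, each with an adjusted p of 0.064 by limma. *Cebpb* had a log2 fold change of 1.24 (adjusted p = 0.13), *Trp63* one of 0.45 (adjusted p = 0.13) and *Rin2* one of 0.64 (adjusted p = 0.094). Of the 22 factors, 1 (*Tfap2a*, adjusted p = 0.049) passed over all genes tested and 22 passed when adjusted over the list alone, on the samples from which the study chose the list. All 22 had an unadjusted p under 0.05. As a set they were higher by camera (adjusted p = 7.9e-10) but passed neither by fry (adjusted p = 0.055) nor with an estimated correlation (adjusted p = 0.37). With all 8 libraries in 1 fit, which shares the smaller spread of the CLH libraries, 22 of the 22 factors passed. Across the alternatives the adjusted p of *Egr3* ranged from 0.021 in that fit to 0.19 without a filter on low values, and that of *Hr* from 0.023 to 0.19.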

Their mRNA expressions were substantially upregulated in CLT tissues of *Med1* cKO mice (Fig. 5f and Supplementary Fig. 7d), implicating their roles in inducing epidermal and hair fates in *Med1* cKO incisors.

### *Med1* deficiency reshapes the enhancer landscape in DE-SCs and their progenies

As loss of *Med1* inhibits the expression of Med1-associated enamel lineage driving transcription factors while inducing epidermal transcription factors in CL tissues, we next probed if this is linked to epigenetic changes in promoter and enhancer patterns upon loss of *Med1*. To test this hypothesis, we performed ChIP-Seq analysis against an alternative enhancer marker, histone 3 lysine 27 acetylation (H3K27ac), in CLH and CLT tissues of 4-week-old *Med1* cKO mice and their littermate controls (Fig. 6a) as MED1 is not present in the *Med1* cKO tissues. It is known that histone acetylation (H3K27ac) generally co-localizes with Mediator components such as MED1 at distal regulatory elements like typical and super-enhancers and acts as a major inducer of gene expression by increasing chromatin accessibility^29,49^. Compared to controls, we found major genomic changes in the H3K27ac binding patterns of *Med1* cKO CLT tissues. These were associated with biological functions such as enamel mineralization and tooth morphogenesis (Fig. 6b blue bars), as well as epidermal and hair development (yellow bars), consistent with the observations made in the *Med1* cKO phenotypes. These results suggest that phenotypic and transcriptional changes are due to epigenetic changes. In addition, *Med1* deletion substantially increased the number of super-enhancers (Fig. 6c) as well as typical enhancers (Supplementary Fig. 8a) in both, CLH and CLT tissues. Some of these new enhancers were found around loci coding for epidermal and hair lineage genes (Fig. 6c) that become upregulated upon loss of *Med1* in CLT tissue. For example, a new super-enhancer was formed at the locus coding for the epidermal transcription factor *Fosl2* (Ap-1 factor) (Fig. 6d blue bar in boxed region, Supplementary Fig. 8b), directly linking its increased mRNA expression to the loss of *Med1* (see Fig. 5f and Supplementary Fig. 7d). 

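*Fosl2* (chromosome 5, 32136472 to 32157839, mm10) encodes a subunit of the AP-1 transcription factor. In CLT its RPKM was 26.1 and 19.4 in the libraries labelled Ctrl and 50.2 and 48.3 in the libraries labelled cKO, on at least 3020 reads in each library. The group means were 22.7 ± 4.76 (SD, n = 2) and 49.2 ± 1.37 (SD, n = 2). The log2 fold change was 1.10 (SE 0.20), and the adjusted p over all genes tested was 0.068 in the limma test within CLT. Across the alternatives it ranged from 0.0042 with all 8 libraries in 1 fit to 0.099 without a filter on low values. In CLH, *Fosl2* was 18.1 and 16.9 in Ctrl and 19.3 and 16.9 in cKO, where the groups overlapped (log2 fold change 0.04, SE 0.09, adjusted p = 0.92, limma). The H3K27ac signal at this locus was not analysed here.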

Corroborating these results and in line with our transcriptional network studies in *Med1* null cell cultures (see Fig. 4f), we also found that the binding motifs for the epidermal inducible transcription factors, Tp53/63, Egr1, and AP-1 are significantly enriched in super-enhancers in cKO CLT tissues compared to controls (Fig. 6e). Collectively, these data demonstrate that loss of *Med1* alters the epigenetic landscapes in DE-SCs and their progenies. These results prompted us to investigate the epigenetic mechanism by which Med1 deficiency induces epidermal and hair lineages more in detail.

**Fig. 6:**
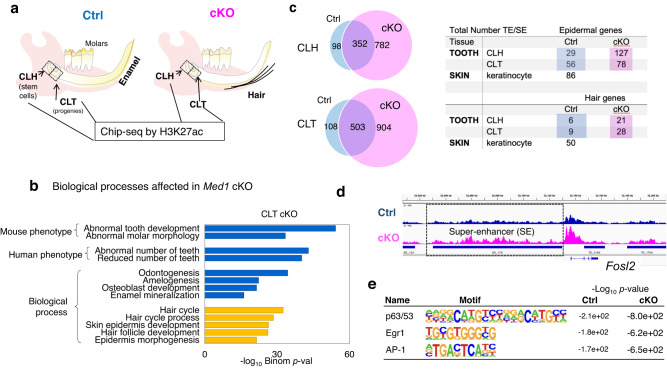
Loss of *Med1* expands the super-enhancer landscape in CLH and CLT tissues. **a** Schematic representation for the isolation of CLH (stem cells) and CLT (stem cell progenies) from *Med1* cKO and littermate Ctrl mandibles for ChIP-seq against H3K27ac to compare actively transcribed genomic regions. **b** GREAT based GO analysis for genes associated with differential H3K27ac peaks to elucidate biological processes affected by *Med1* loss in CLT tissues. **c** Number of super-enhancers in Ctrl (blue) and cKO (pink) tissues. We compare typical and super-enhancers associated with epidermal and hair-related genes before and after loss of *Med1* in CLH and CLT tissues. As a comparison, data from skin-derived keratinocytes are included. **d** ChIP-seq profiles on mouse genome (mm10) for H3K27ac occupancy for the *Fosl2* gene, the super-enhancer in the cKO sample is underscored by a blue line. **e** Most enriched transcription factor binding motifs found in super-enhancers formed in *Med1* cKO compared to Ctrl in CLT tissues; statistical significances are shown as -Log_10_(*p*-values). All the ChIP-seq data are averages of duplicates conducted in 2 different litters of *Med1* cKO and littermate controls, in which CL tissues are pooled from 2–4 mice for each group (total 4–8 cervical loop tissues) in each ChIP experiment.

### *Med1* deficiency induces epidermal and hair driving transcription factors via amplification of ectoderm conserved enhancers

During embryonic development, dental and skin epithelia are derived from the same ectoderm by sharing transcriptional networks. Through analyses of the H3K27ac enhancer profiles of epidermal keratinocytes and hair follicle cells from published data sets^50^, we further found that even though dental epithelia usually do not commit to epidermal fates, they widely share enhancers (TE/SE) with both epidermis and hair follicle derived cells for most of the transcription factors induced upon *Med1* loss (Fig. 7a). Importantly, *Med1* deficiency elevated and upgraded these shared enhancers into transcriptionally active super-enhancers as outlined for the *Hr* (hairless) locus (Fig. 7b, pink bar and Supplementary Fig. 8c). Loss of *Med1* also expanded enhancer size for epidermal factors *Foxo3* and *Cebpb* (Supplementary Fig. 8d). In addition, enhancers near many hair-lineage related genes were elevated to super-enhancers upon the loss of *Med1* in CLT (Fig. 7c and Supplementary Fig. 8e) which coincided with an induction at their mRNA levels that were measured by RNA-seq (Fig. 7d, Supplementary Fig. 9a, b). 

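Of the 34 hair lineage genes of Fig. 7d, 22 were higher and 12 were lower in the CLT libraries labelled cKO than in those labelled Ctrl. Both libraries labelled cKO lay above both labelled Ctrl for the 22 higher genes, and below both for 7 of the 12 lower ones. Chance alone separates 2 against 2 libraries in 33.3% of genes, counting both directions. The median log2 fold change was 0.60, and it ranged from -1.02 for *Wnt10a*, a Wnt ligand, to 4.93 for *Gjb2*, a gap junction protein. *Gjb2* (chromosome 14, 57098602 to 57104702) had an RPKM of 113 and 0.344 in Ctrl CLT and 394 and 362 in cKO CLT, so its increase rests largely on Ctrl CLT 2 (SE 2.26, adjusted p = 0.2, limma). *Wnt10a* had 21.3 and 9.86 in Ctrl CLT and 6.11 and 7.27 in cKO CLT (SE 0.40, adjusted p = 0.16, limma). The other lower genes included *Notch2* (-0.69), *Tnfrsf19* (-0.60), *Bmp7* (-0.47), *Vangl2* (-0.28), *Msx2* (-0.20), *Cdc42* (-0.11), *Gja1* (-0.09), *Cdkn1b* (-0.08), *Smad7* (-0.04) and *Cdkn1a* (-0.00), in log2 fold change. *Smad7* changed sign to 0.01 after median-of-ratios scaling and in the voom fit. None of the 34 genes passed an adjusted p of 0.05 by limma, whether over all genes tested or adjusted over the list alone, and 17 had an unadjusted p under 0.05. With all 8 libraries in 1 fit, 21 passed. As a set they were higher by camera (adjusted p = 0.0076) but not by fry (adjusted p = 0.13) or with an estimated correlation (adjusted p = 0.49). The median RPKM of the list was 22.2 in Ctrl CLT 1 and 15.6 in Ctrl CLT 2, against 33.7 and 36.0 in the cKO CLT libraries.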

Intriguingly, these factors controlling hair lineage were shown to be regulated by super-enhancers in the skin before^4^. Besides the generation of new super-enhancers, we also found an increase in H3K27ac levels around promoters of these genes (Supplementary Fig. 8f), which further positively corelated with an increased gene expression (Fig. 7e). 

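For 30 of these genes the paper's source data for Fig. 7e give the log2 fold change in H3K27ac, which is the paper's value and was not measured again. Set against the log2 fold change in RNA from the deposited RPKM, Pearson's r across the 30 genes was 0.22 (2-sided permutation p = 0.23, adjusted over both coefficients p = 0.47) and Spearman's rho was 0.12 (2-sided permutation p = 0.52, adjusted p = 0.52). Neither could be told from 0, and genes are not independent replicates. H3K27ac and RNA were both higher in the samples labelled cKO for 16 genes, H3K27ac was higher and RNA lower for 12, and H3K27ac was lower for 2. Pearson's r was 0.27 without Ctrl CLT 1 and 0.09 without Ctrl CLT 2.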

In *Med1* cKO CLH tissues, increased H3K27ac promoter levels positively correlated with an elevated expression of genes involved in preventing ossification (Supplementary Fig. 9b upper arrow and Supplementary Fig. 10a, b), and H3K27ac occupancy increased in ossification inhibiting transcription factors of *Sox9* and *Tob1* loci in their enhancers (Supplementary Fig. 10c). 

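Of the 37 genes listed for negative regulation of ossification in Supplementary Fig. 10b, 35 were found in the deposited table and 30 were expressed highly enough to be tested. All 30 had a higher mean log2(RPKM + 1) in the CLH libraries labelled cKO than in those labelled Ctrl, and 18 of them did not overlap between the groups. The differences were small, with a median log2 fold change of 0.13 and a range from 0.03 (*Areg*, with 1 to 4 reads per library) to 0.49 (*Smad6*). *Smad6* (chromosome 9, 63953076 to 64022059) had an RPKM of 12.8 and 12.6 in Ctrl CLH and 19.5 and 17.0 in cKO CLH (log2 fold change 0.49, SE 0.09, adjusted p = 0.69, limma). No gene of the list passed an adjusted p of 0.05, whether over all genes tested or adjusted over the list alone, and 6 had an unadjusted p under 0.05. As a set they were higher by camera (adjusted p = 6.8e-08), but not by fry (adjusted p = 0.055) or with an estimated correlation (adjusted p = 0.37). The paper shows the list as a GO gene set in these tissues and does not say whether its genes were selected on these libraries. Genes resting on few reads had a higher mean as well, such as *Areg* and the untested *Ostn* (1 and 1 reads in Ctrl CLH, 0 and 4 in cKO CLH). A list picked by its direction in these libraries would look like this. The set tests of this list are therefore not independent evidence. *Sox9* (chromosome 11, 112782210 to 112787757) did not differ beyond the replicate spread in CLH, at 28.1 and 29.0 in Ctrl and 29.4 and 27.5 in cKO (log2 fold change -0.01, SE 0.06, adjusted p = 0.99, limma). *Tob1* (chromosome 11, 94211454 to 94215492) did not either, at 13.1 and 13.1 in Ctrl and 15.6 and 12.3 in cKO (log2 fold change 0.07, SE 0.12, adjusted p = 0.89, limma). The sign of both changed when a single library was left out. The H3K27ac signal in CLH was not analysed here.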

Although we found positive correlations between H3K27ac levels and gene expression, monomethylation of lysine 4 on histone 3 (H3K4me1) may be required to promote actual gene expression^51^.

**Fig. 7:**
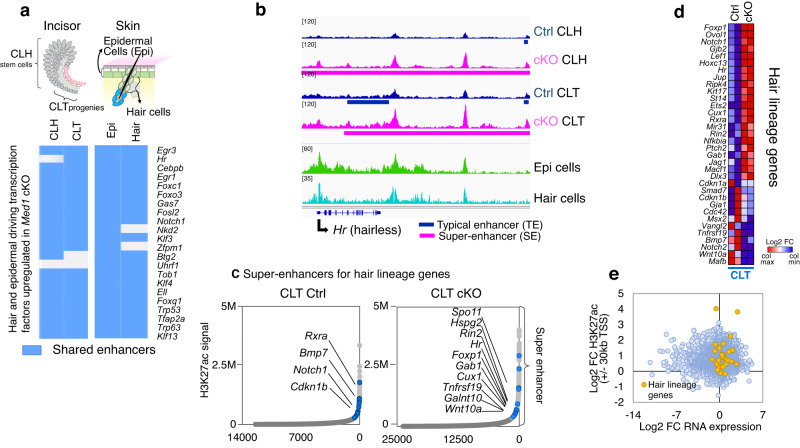
Loss of *Med1* advances pre-existing enhancers to super-enhancers near epidermal and hair lineage genes. **a** Top, Schematic representations of cell sources for dental and skin epithelia are shown. Bottom, heatmap showing shared enhancers (either TE or SE) between dental (CLH, CLT) and skin (epidermal keratinocytes (Epi), and transient amplifying (TAC) hair follicle keratinocytes (hair)) epithelia for epidermal and hair lineage related transcription factors that are upregulated in *Med1* cKO. **b** ChIP-seq profiles (mm10 genome) around the *Hr* (hairless) locus in CLH and CLT from *Med1* cKO (pink) and Ctrl (blue) mice, compared to epidermal cells (green) and hair TAC keratinocytes (light blue) from skin. Pre-existing enhancers in Ctrl (blue bar) develop into super-enhancers (pink bar) upon loss of *Med1* cKO in CLT. **c** Enhancer distribution profiles; super-enhancers associated with hair lineage genes and exclusively found in Ctrl or *Med1* cKO CLT tissues are noted by the name of neighboring gene (blue circles). **d** Heatmap depicting differential gene expression of hair lineage genes in *Med1* cKO compared to Ctrl in CLT. **e** Correlation between gene expression and H3K27ac promoter occupancy (TSS ± 30 kb) in *Med1* cKO vs Ctrl in CLT tissues for the hair lineage driving gene set (orange dots) compared to all the other genes (blue dots). FC fold change.

These results further corroborates the dental phenotype of our mouse model which is not only characterized by hair growth but also by enamel dysplasia, and demonstrate that cell fate switch is at least in part due to an inflation of developmentally conserved epidermal and hair enhancers.

In summary, we propose an epigenetic model in which *Med1* safeguards enamel lineage commitment and progression of dental stem cells and their progenies. *Med1* deletion shifts dental stem cells to epidermal fates by amplifying the ectodermal conserved enhancers around hair and epidermal genes.

## Discussion

Adult stem cell fate is heavily linked to their tissue of origin^2,3,52^. It is postulated that the local cellular and endocrine microenvironment primes and directs tissue-specific lineage commitment and differentiation via cellular, transcription, and epigenetic mechanisms^2,4^. Here we show that deletion of *Med1*, a key component of the enhancer-associated Mediator complex, causes ectopic hair growth on incisors throughout the lifespan of the knockout mice, consistent with continuous incisor growth. Our results suggest that hair growth is driven by a cell fate switch of adult stem cells residing in the incisors. Hair is first generated 4 weeks postnatally which coincides with the point in time when dental stem cells start to regenerate enamel epithelia on incisors. As mouse molars lack adult stem cells, hair may not be regenerated in these teeth. Unlike hair growth in the skin which relies on functionally structured follicles, dental hair is generated from primitive, cellular aggregates which lack typical hair follicle structures. Furthermore, as shown by our depilation experiments, dental hair regrows without induction of the hair cycle, a follicle-dependent process required for regeneration of hair in the skin. Thus, our results question the current knowledge that mammalian hair can only be generated from hair follicles consisting of multiple cell layers bearing defined functions. In addition, our study also illustrates how deletion of *Med1* induces a lineage shift in vivo. Despite that the cellular agglomerates which cause hair growth on incisors exhibit a scattered cellular setup, the mRNA expression profiles found in these structures mimic those of dedicated hair and epidermal cells found in skin epithelia. Thus, while *Med1* negative DE-SCs reside in the dental environment, they are driven towards lineages characteristic for skin epithelia.

Lineage commitment and differentiation are orchestrated by epigenetic programs and regulatory elements including transcription factors and enhancers^4,29,49^. Our results elucidate that already at early dental differentiation stages MED1 containing super-enhancers selectively populate genomic loci coding for enamel fate driven transcription factors in DE-SCs and their progenies. This outlines how *Med1* controls and programs enamel epithelia’s differentiation at multiple stages as it primes DE-SCs towards the dental lineage via activation of *Nkx2-3, Pitx2*, and *Isl1* and calibrates lineage progression of DE-SC progenies by regulating the expression of *Runx1/2* and *Satb1*. These findings are consistent with previous studies that *Nkx2-3* controls cusp formation in embryonic dental epithelia^25^, and that *Nkx2-3, Pitx2 and Runx2* are essential for dental development^24,25,46^*. Isl1* is required for patterning and mineralization of enamel^26^, Runx2 for enamel mineralization^46,47^, and *Satb1* for cell polarity and enamel matrix secretion in amelogenesis^48^.

Intriguingly, although MED1 is a well-recognized super-enhancer component, loss of *Med1* in CL tissues does not compromise super-enhancer formation. These results are consistent with previous biochemical observations showing that MED1 is dispensable for the formation of the Mediator complex as 9 major Mediator subunits are still found in the complex even after MED1 is removed^38^. Our results demonstrated that *Med1* removal significantly widens the genomic enhancer landscape instead. In the dental setting, this does not increase the potency of DE-SCs but rather drives these cells into epidermal linages. This coincides with a shift in the super-enhancer profiles around loci coding for transcription factors like *Hr* (hairless) and *Rin2* which are essential for hair formation^27,28^ as well as *Egr1/3, CEBP/a*, *CEBP/b*, and *Fosl2* which control epidermal differentiation in the skin^53,54^. Furthermore, our data show that Tp63/53 binding sites are enriched in super-enhancers in *Med1* cKO mice. These are master regulators for the development of stratified epithelia in vivo^20^ and drive epidermal differentiation in vitro. In fact, *Med1* null mice activate Tp63 driven epidermal differentiation in the skin, resulting in an accumulation of epidermal markers and lipids in upper hair follicle keratinocytes resulting in hair loss^33^.

Building on our previous studies^39^, these results elucidate a central role for Med1 in assuring enamel lineage. Our results also reveal that basal enhancers are already present at hair and epidermis driving transcription factor loci in dental epithelia suggesting that a basal epigenetic memory granting multipotency is already established in pre-occurring ectoderm during embryonic development. Consequently, Med1 guarantees adult stem cells to commit to enamel lineages by restricting super-enhancer formation to lineage-specific loci. In addition, as loss of *Med1* causes DE-SCs to differentiate into a developmentally related lineage, reprogramming of DE-SCs into lineages originating from the same germ layer (ectoderm) might be easier than overcoming more strict and embryonically set epigenetic barriers^29^.

Hair and tooth are difficult organs to regenerate through pluripotent stem cells based regenerative approaches, so that no clinical trials have been reported even after extensive efforts^55^. A deep understanding of the cellular and epigenetic mechanisms controlling these lineages and their reprogramming possibilities creates new entry points for the development of strategies to combat hair and tooth-related diseases. Our results establish that hair formation is achievable in tissues outside of the skin, even without the presence of hair follicles. Similarly, hair was also observed in dental tissues in other mouse models (*Sox21* KO^56^, *Stim1-R304W mutation*^42^*, and Fam83H-KO*^41^*)* and in a few clinical cases showing clinical relevance of this study^43^. Hair was also accidentally generated after DE-SCs were transplanted into renal capsules during an effort to regenerate enamel^57^. This suggests that hair could be generated via genetically engineered cell clusters which might be easier and faster than traditional strategies. This would be of great benefit as it would greatly simplify in vitro hair generation and allow hair growth without hair follicles which are very challenging to regenerate^58^. Similarly, enamel regeneration might also be feasible by using foreskin-derived epidermal stem cells. In fact, cultured epidermal stem cells derived from skin have been shown to differentiate into functional ameloblasts in vitro^59^. Overall, these findings, elucidate possibilities to develop strategies to overcome hair and enamel-associated diseases.

## Methods

### Krt14-driven *Med1* cKO mice

Conditional *Med1* knockout (cKO) mice were generated as shown in our previous publication^33^. Floxed (exon 8–10) *Med1* mice^60^ (C57/BL6 background) were mated with keratin 14 (*Krt14*) promoter driven *Cre* recombinase mice (The Jackson Laboratory, C57BL/6 background). All mice were housed in a selected pathogen-free barrier environment with ad libitum access to food and water, 12-hour light and dark cycles, temperature between 20–26 C. Genotyping was performed by PCR^33^ and *Cre* negative littermate mice served as controls (Ctrl). We did not distinguish between male and female mice as in the cKO group, both generate equal amounts of hair in their incisors. All the experiments were approved by the Institutional Animal Care and Ethics Committee at the San Francisco Department of Veterans Affairs Medical Center under the protocol number Bikle 20-019. We have complied with all relevant ethical regulations for mouse handling and treatments.

### Dental epithelial stem cell culture

CL tissue was separated from 10-week *Med1* cKO and Ctrl mice, and epithelial tissues were separated and treated by dispase (5 U/ml Stem Cell Technology) to separate mesenchymal tissues. Epithelial tissues are further dissociated by accutase (Sigma Milipore), and cells were plated under low density to generate colonies and maintained with DMEM media supplemented with recombinant EGF 20 ng/ml (R&D), FGF 25 ng/ml (R&D), and 1X B27 supplement (Gibco). After 8 days of culture, the number and size of colonies are evaluated, and RNA is prepared for microarray.

### BrdU staining

DE-SC are labeled by BrdU and stained by a BrdU staining kit (Abcam) by following manufacturer’s instruction.

### Histological analysis

Mouse mandibles were dissected from *Med1* cKO and littermate control (Ctrl) mice and fixed in 4% paraformaldehyde (PFA) at 4 °C overnight and decalcified in 0.5 M EDTA for 2–3 weeks. Subsequently they were dehydrated and embedded in paraffin wax or OCT compounds using standard protocols. The whole mandible was then serially sectioned at a thickness of 7–10 μm (either sagittal or cross sections). Alternatively, hair generating tissues were dissected from *Med1* cKO mice (approximately 6 months), fixed briefly in 4% PFA for 4 h and processed the same way as above without decalcification. Ultimately, slides were stained with hematoxylin and eosin (HE) and imaged with brightfield microscopy.

### Immunofluorescence on paraffin sections

Paraffin-embedded mandible sections were pretreated in 10 mmol/L citrate buffer (pH 6.0, Sigma-Aldrich) for 20 min using a microwave for antigen retrieval. The specimens were then blocked by Power Block (BioGenex) and incubated with primary antibodies against KRT71 (Progen Lot 208291), LORICRIN (LOR) (Biolegend 905104 former Covance, PRBP-145P-100 D13GF02260 (AF621) Lot 14892401), NOTCH1 (Cell signaling (D1E11) XP® Rabbit mAb Lot 3608 T), and VIMENTIN (Abcam). They were subsequently incubated with species-specific secondary antibodies conjugated to fluorescent dyes (Invitrogen Molecular probes), including Alexa 594 (red) and Alexa 488 (green) and counterstained with DAPI. Images were taken with a confocal microscope (LSM510, Carl Zeiss).

### Immunofluorescence on WT skin and *Med1* cKO mandible cryosections

Frozen sections of whole mandible, or dental hair generating tissues dissected from *Med1* cKO mice (6 month), or the dissected back skin from wild-type mice at 4 weeks (anagen) were stained. Skin and tooth tissues were stained by the same protocols in parallel for comparison purposes. These sections were stained with different combinations of two primary antibodies raised against guinea pig or rabbit to distinguish two antigens with different colors (green and red in secondary reaction) called as double staining. The first primary antibody raised in guinea pig is against hair keratin including KRT71 (same as above 1:100), or KRT75 (ARP, anti-cytokeratin K6HF (K75) Lot 20411-01 1:100), or KRT31 (Progen, Lot 203211 1:100). The second primary antibody raised in rabbit is against either KRT14 (Biolegend 905304 former Covance PRB-155P Lot 14834401 1:1000) or NOTCH1 (same as above 1:200). The sections were subsequently incubated with secondary antibodies containing both Alexa 488 (green) conjugated anti-guinea pig antibody and Alexa 594 (red) bound anti-rabbit antibody (1:1000), then counter stained with DAPI. Different blocking methods using bovine serum or Power Block (BioGenex) were applied. Images were taken with a fluorescent microscope (Zeiss) and processed by ZenPro software.

### RNA expression analysis

Total RNA was isolated from 4-week-old total CL, CLH, CLT, Sec, or Mat tissues of *Med1* cKO and littermate Ctrl mice using the Pico Pure RNA purification kit (ABI). RNA from cultured dental epithelial stem cells was extracted using the RNeasy mini kit (Qiagen). RNAs were analyzed for quality and purity using the Pico Chip kit on an Agilent 2100 Bioanalyzer (Agilent Technologies) to meet the processing criteria of the UCLA Genomic Core facility for the Illumina array platform (Mouse Ref-8 v2.0 Ambion) or RIN score values for RNA-seq. Microarray data generation and primary microarray data analysis was described^7,39^. Microarray data were used for differential pathway analysis with Ingenuity IPA software (Ingenuity) and results were considered significant for *p-*values less than 0.05. Heat maps were then generated with MeV software using fold changes Log_2_(cKO/Ctrl). For RNA-Seq analysis, RNA integrity was analyzed with a 2100 Bioanalyzer with an RNA 6000 kit (Agilent Technologies). RNA-Seq libraries were prepared using the Illumina TruSeq v2 library preparation kit and sequenced with paired-end 50 bp reads on an Illumina HiSeq 4000 in biological duplicates.

For quantitative real-time polymerase chain reaction (RT-qPCR), cDNA was synthesized from ∼0.5 μg RNA using the SuperScript III first strand synthesis system (Invitrogen) or cDNA Reverse Transcription Kit with RNase Inhibitor (ABI Thermofisher) as described by the supplier and subjected to RT-qPCR amplification using the QuantiTect SYBR-Green PCR Kit (Qiagen) or Powerup SYBR green master mix (ABI Thermofisher) in 7500 or QuantStudio Real Time PCR system (Applied Biosystems) using the following conditions: 10 min 95 °C followed by 45 cycles of 30 s at 95 °C, 30 s at 60 °C and 30 s at 72 °C. Relative mRNA levels were compared to the housekeeping gene *Gapdh* and determined with the ΔΔCt method. Primers for the analyzed genes are derived from PrimerBank. All RT-qPCR assays were performed in triplicates.

### Chromatin immunoprecipitation

Chromatin IP was performed by using the LowCell# ChIP kit (Diagenode) for H3K27ac, and the iDeal ChIP-kit (Diagenode) for MED1 according to the manufacturer’s protocols with some modifications as described below. Dissected CLH or CLT tissues were cross-linked with 1% paraformaldehyde for 8 min (H3K27ac) or for 15 min (MED1) and subsequently quenched with 0.125 M glycine. Epidermal keratinocytes containing stem and their progenies were isolated from mouse skin were fixed with 1% paraformaldehyde for 10 min. Chromatin was then sonicated with a Covaris S2200 ultra-sonicator (Covaris, Inc.) to obtain DNA fragments with an average length of 300 ± 50 bp. The fragment size was verified with an Agilent 2100 Bioanalyzer (Agilent Technologies). Sheared chromatin was thereafter immunoprecipitated with Protein A-coated magnetic beads (Diagenode) preincubated with 4.5 µg/IP MED1 antibody (former Bethyl laboratories, Thermo Fisher A300-793A lot 9,10), or 3 µg/IP H3K27ac antibody (ab4729, Abcam, lot GR3211959-1 and GR3303561-2). Chromatin input samples were used as reference. Complexes were then washed and eluted from the beads with washing buffer and crosslinks were reversed by incubation at 65 °C for 4 h. Immunoprecipitated DNA along with genomic DNA (Inputs) were purified using the IPure v2 kit (Diagenode). IP efficiency was confirmed by qPCR using primers provided in the kits. For each experiment, CL tissues (right and left) were dissected from 2–4 mice from *Med1* cKO and littermate controls and pooled (total 4–8 CL tissues) before immunoprecipitation. We then repeated the Chip-seq experiments using a different litter using the same approaches. ChIP-Seq libraries were generated using the Accel-NGS 2S Plus DNA library kits (Swift Sciences) and amplified by PCR for 11–13 cycles. High molecular weight smear was removed in the library by right side size selection using SPRI beads (Beckman Coulter). The libraries were quantified by Agilent 2100 Bioanalyzer with the high sensitivity DNA assay and sequenced on an Illumina HiSeq 4000 (UCSF Center of advanced technology) in a single strand 50 bp run.

### Next generation DNA sequence data analysis

For RNA-Seq data analysis, raw reads were assessed for run quality using fastqc version 0.72 followed by alignment to reference genome (mm10) using RNA STAR Galaxy version 2.6.0b-1 with default settings. Differential gene expression analysis was performed using feature Counts Galaxy version 1.6.3 and DESeq2 Galaxy version 2.11.40.2. For ChIP-Seq data analysis, raw reads from MED1 or H3K27ac ChIP-seq sequencing experiments were assessed for quality using fastqc version 0.72, followed by mapping to reference genome (mm10) using BWA Galaxy version 0.7.15.1 with standard settings. Pooled peak calling was performed with MACS2 callpeak version 2.1.0.20140616.0 using broad peak settings and a minimum FDR cutoff of 0.05. Raw-files for available H3K27ac ChIP-Seq datasets in public from wild-type mice hair stem cell progenies were downloaded from the NCBI-SRA database (SRR1573273 and SRR1573274) and analyzed as described above. To assess significantly different peak occupancy between two experimental groups, peak files (MACS2) were analyzed with DiffBind Galaxy version 2.6.6.4 or 2.10.0. Peak size and location were visualized with IGV version 2.3.92. MAYO using group auto-scale for comparable visualization of all shown groups. Peak intensity around TSS (±10 kbp) as well as genomic peak distribution was assessed with CEAS software (Version1.0.0, Cistrome, Liu Lab). Gene-ontology analysis for MED1 or H3K27ac distal intergenic cis-regulatory elements was performed using GREAT version 3.0.0 (Bejerano Lab, Stanford). Super enhancer analysis was performed using the ROSE package and the software NaviSE. Overlapping typical and super-enhancers between the shown comparisons were assessed with Bedtools (version 2.29) using a minimum overlap of 50%. Motif analysis (de novo and known) was performed using HOMER software. Curated gene-sets used for analyses in this study are provided upon requests.

### Statistics and reproducibility

All the experiments using *Med1* cKO and littermate control mice (*n* = 3) were repeated with at least two litters, and reproducibility was confirmed. The experiments using cultured dental epithelia were conducted in duplicates for microarray, and reproducibility was confirmed. Histologic analyses were performed using 2 sections per mouse per each group of cKO and Ctrl, and representative images are shown. Statistical significance was calculated using software integrated methods or two-tailed unpaired Student’s *t* test. If not differently noted, differences with a *p-*value of <0.05 were considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplemental Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The array data were previously submitted to a public database (GEO/NCBI/NIH http://www.ncbi.nlm.nih.gov/geo) and are available with accession numbers GSE50503 (GSM1220311 to GSM1220316) which are part of the under super-series GSE50504 at URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50501. The ChIP-seq data are available with accession number GSE221565. RNA-seq data are available under the GEO accession number GSE232190 at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232190. Source data underlying figures are presented in Supplementary Data 1.

# Supplementary material for: Mediator 1 ablation induces enamel-to-hair lineage conversion in mice through enhancer dynamics
**Source:** Commun Biol. 2023 Jul 21;6:766. doi: 10.1038/s42003-023-05105-5
**Supplement:** Supplementary file 2 — Supplemental Information

## **Supplementary information**

Mediator 1 ablation induces enamel-to-hair lineage conversion in mice through  
enhancer dynamics

Roman Thaler<sup>1,2</sup>, Keigo Yoshizaki<sup>3</sup>, Thai Nguyen<sup>4</sup>, Satoshi Fukumoto<sup>5,6</sup>, Pamela Den  
Besten<sup>7</sup>, Daniel D. Bikle<sup>4</sup>, Yuko Oda<sup>4\*</sup>

### **Table of Content**

Supplementary Figures 1-10

Supplemental data 1 for source data behind the graphs shown in Figures 3-7 and supplementary 5 figures 2, 6, 7, 8, 9, 10 shown in 11 separate sheets (separate Excel file).

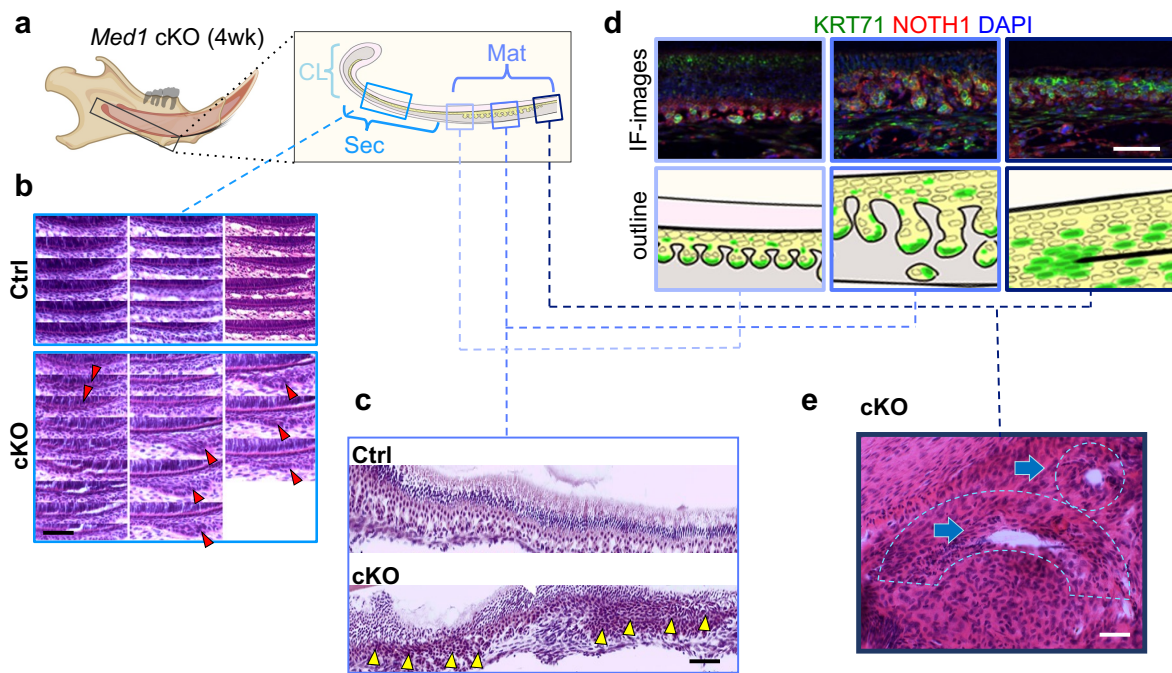

**Supplementary Fig. 1: Histological and immuno-histological characterization of *Med1* cKO incisor tissue.** **a** Diagram depicting the differentiation stages of mouse incisors including the location of the cervical loop (CL), the secretory stage (Sec) and the maturation stage (Mat) of dental epithelia. Right, detailed representation of Sec and Mat. **b** Serial sectioning showing progression of abnormal stratum intermedium (SI) development with generation of atypical cell clusters (red triangles) in *Med1* cKO mice. **c** HE staining to show abnormal expansion of papillary layer in cKO (yellow triangles). **d** Top, immuno-fluorescent visualization of KRT71 (green), NOTCH1 (red) and DAPI counterstaining (blue) in SI/stellate reticulum (SR) derived papillary layers at 3 different locations of the Mat stage in *Med1* cKO mice. Bottom, diagram illustrating the locations where the hair marker KRT71 is expressed (green). **e** HE stained sections emphasizing the location of hair generating cell clusters (dotted line) surrounding hair shafts (blue arrows) in *Med1* cKO (4wk). Bar=50  $\mu$ m and representative images are shown.

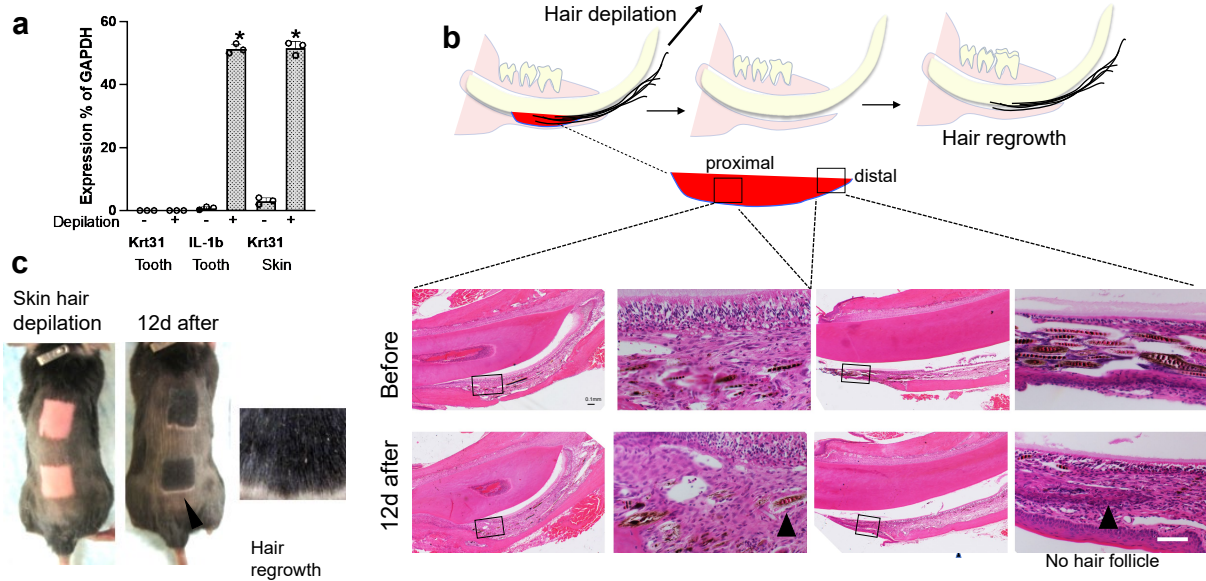

**Supplementary Fig. 2: Effects of hair depilation on dental hair regeneration.** **a** Hair marker *Krt31* and *IL-1 $\beta$*  mRNA expression in CL tissues of *Med1* cKO mice (tooth, left) and in normal skin tissue (skin right) before (-) and 8 days after (+) hair depilation. Data shows average and SD of expression relative to GAPDH and the statistical significance (t-test, \*p<0.05, n=3). **b** Histological assessment of atypical hair generating cell clusters in *Med1* cKO incisors before and 12 days after hair depilation in proximal and distal region of the mandible corresponding to diagram. Boxed area (left) is enlarged (right) to visualize hair generating tissues (black triangles) which do show hair follicle structures even after hair depilation. Bar=50  $\mu$ m **c** Mouse skin shortly after hair depilation (left) and 12 days post depilation (right), when hair is regrown (arrow) as also shown by the enlarged image.

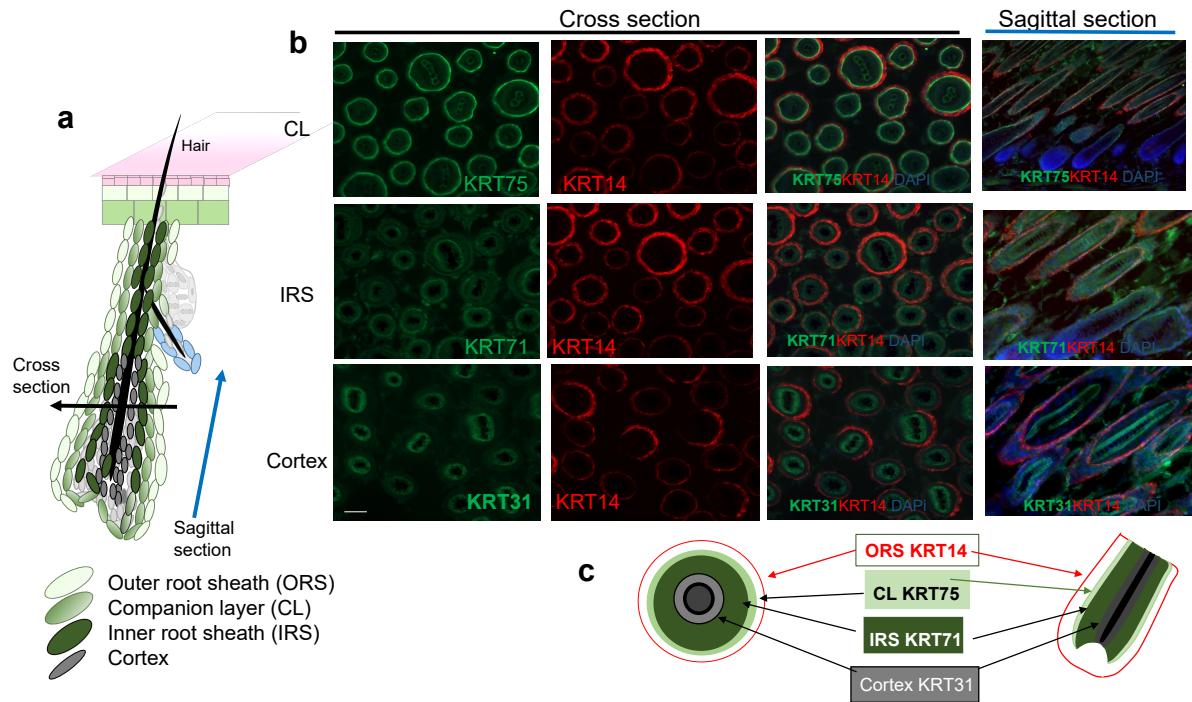

**Supplementary Fig. 3: Different hair keratins visualize distinct layers of hair follicles in the skin.** **a** Schematic representation of cross- and sagittal-sections of hair follicles in the skin containing the ORS (light green), the companion layer (CL, pale green), the IRS (dark green) and the hair cortex (grey) surrounding hair shaft (black). **b** Co-localization of ORS marker Krt14 (red) with other hair keratins including KRT75 (CL, top panels), KRT71 (IRS, middle panels), and KRT31 (Cortex, lower panels) in cross sections (3 left panels) and with DAPI counter stain (blue) in sagittal sections (far right panel) on cryosections of normal skin (4wk anagen). Bar=50  $\mu$ m. Representative images are shown, and reproducibility was confirmed in two back skins from two mice. **c** Representation of hair follicle ring structures visualized by different hair keratins at cross sections.

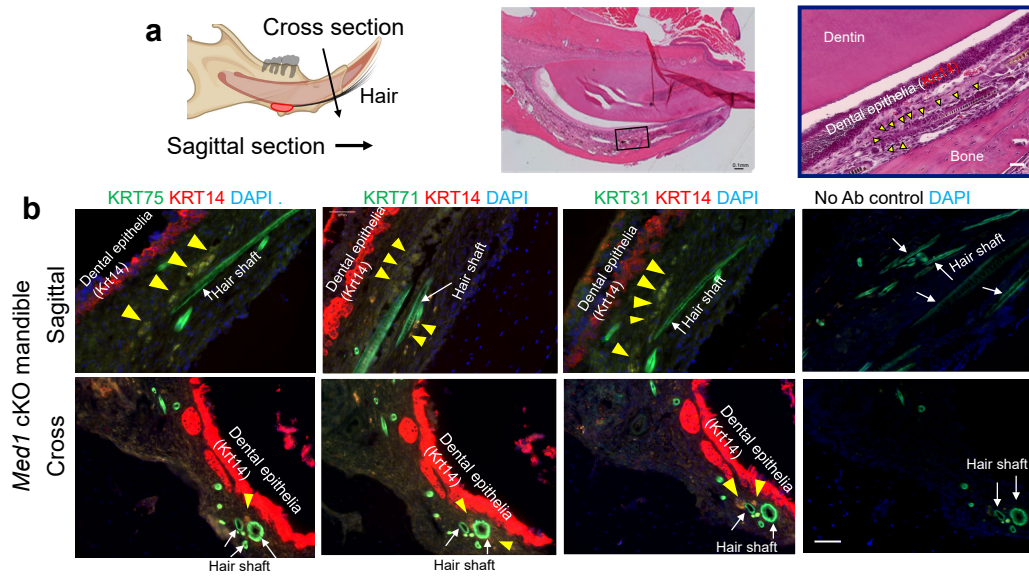

**Supplementary Fig. 4: Hair keratin localization on *Med1* cKO incisors.** **a** Schematic representation of cross- and sagittal-sections of hair generating tissues on *Med1* cKO mandibles. Representative HE images of whole mandible (left), and atypical cell cluster area surrounding hair shafts (yellow triangles) (right). **b** Double staining of distinct hair keratins (green), including KRT75 (first panel), KRT71 (second panel) and KRT31 (third panel) with the epithelial marker KRT14 (red) in serial sections. The position of hair shafts is shown by green autofluorescence (seen in no antibody control) below the dental epithelia represented by strong red stain (KRT14), in which we used the condition to over-saturated dental epithelial red signals, so that we can see hair keratin staining overlapped with red KRT14 (yellow) surrounding the hair shafts (yellow triangles). Minimum DAPI blue counter staining is shown to visualize green and red signals. Sagittal (top panels) and cross sections (bottom panels) are shown. No antibody control (far right panels) show autofluorescence of hair shafts. Bar=50 $\mu$ m. Representative images of *Med1* cKO (6 months) are shown and reproducibility was confirmed in two independent anatomical regions in two *Med1* cKO mice.

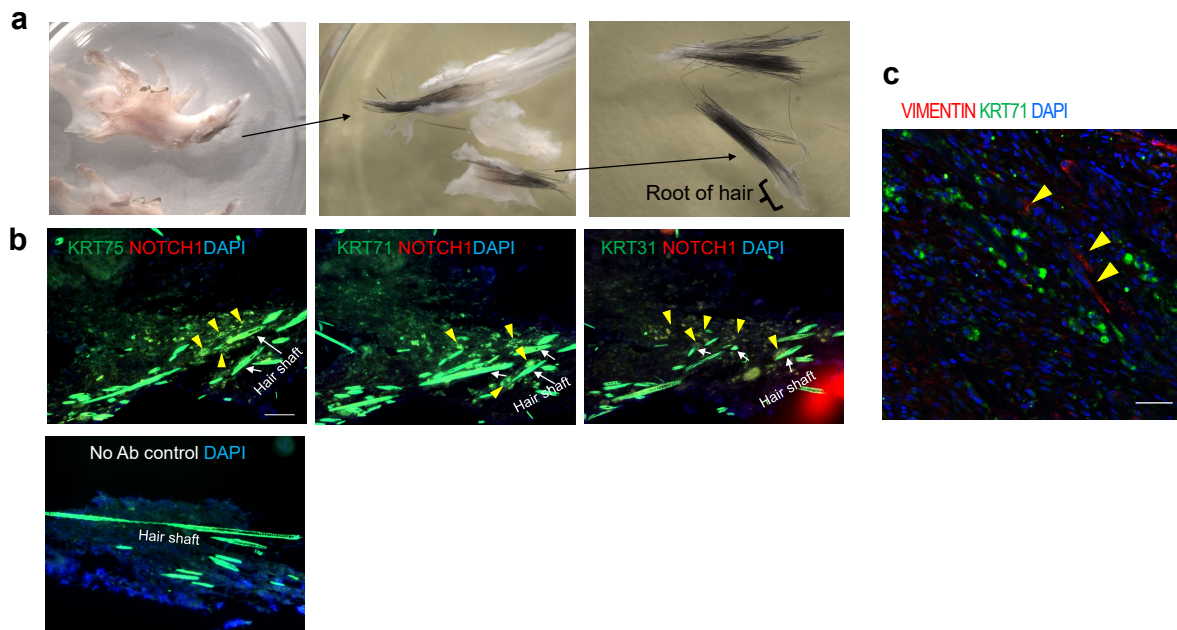

**Supplementary Fig. 5: Expression of different hair keratins and the mesenchymal protein VIMENTIN in dissected *Med1* cKO incisor tissue.** **a** Dissection process of hair generating tissues from *Med1* cKO mandible. Picture depicting analyzed root area is shown (bracket, right). **b** Double immuno-staining of different hair keratins KRT75 (left), KRT71 (middle), and KRT31 (right) with dental epithelial SI marker NOTCH1 (red) at serial sections, in which DAPI was minimized to visualize yellow signals (green hair keratin overlapped with red NOTCH1). The DAPI show the presence of tissue in No Ab control (bottom). Hair shafts show strong green autofluorescence, that are intentionally over-saturated so that hair keratin signals are well visualized. The position of hair shafts is shown by white arrows. Scattered hair keratin expression overlapped with NOTCH1 around hair shafts is shown by yellow triangles. **c** Double immuno-staining of VIMENTIN (red, yellow triangle) and hair keratin KRT71 (green) with DAPI. Bar=50  $\mu$ m. Representative images of *Med1* cKO (6 months) tissues are shown, reproducibility was confirmed using two tissues from 2 *Med1* cKO mice.

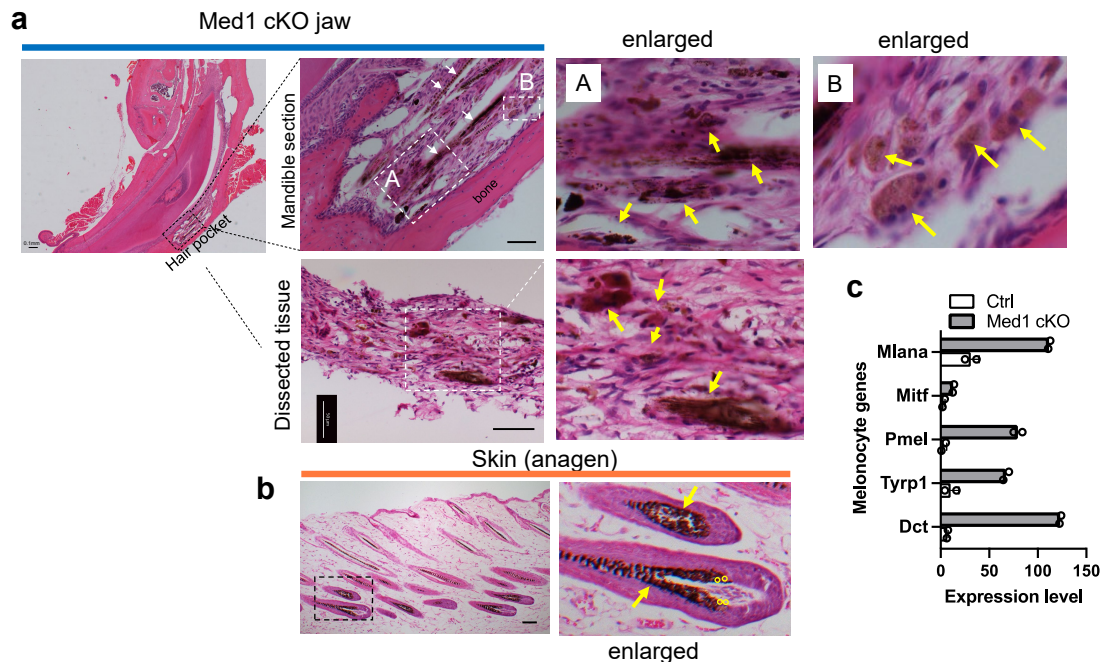

**Supplementary Fig 6: Melanin distribution in *Med1* cKO incisor and in normal skin.**

**a** HE sections of hair generating pocket tissues in *Med1* cKO mandible. Overview picture (left top) and enlarged hair pocket image (top, second panel) in which hair shafts are shown by white arrows. Brown pigmentation is shown by yellow arrows in enlarged A and B sub-sections (top panels). The same brown pigments were identified in dissected tissues from *Med1* cKO mandible (lower panels with enlarged image) as shown in supplementary Fig 5a. **b** Skin section showing melanin accumulation in the hair bulbs (4wk, anagen) and location of bulb melanocytes (yellow circles, enlarged image). Bar = 50  $\mu$ m, representative images in 2 different pocket areas from 2 *Med1* cKO mice (6 months). **c** mRNA expression of melanocyte marker genes in *Med1* cKO (gray bars) compared to littermate Ctrl (open bars) at CLT (RNA-seq). Expression levels in two independent litters of *Med1* cKO and Ctrl mice (6 CL tissues are pooled in each group) are shown.

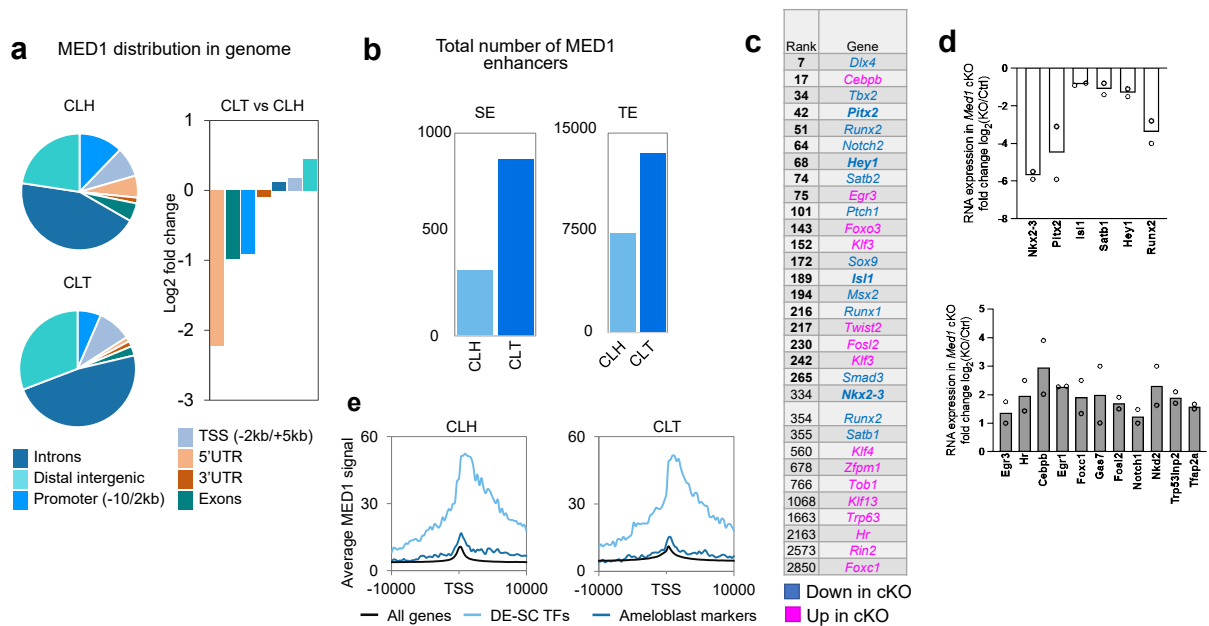

**Supplementary Fig. 7: MED1 is differentially distributed between dental stem cells (CLH) and their progenies (CLT) in normal mice.** **a** Left, relative distribution of MED1 binding at different genomic elements in CLH and CLT Ctrl tissues (left); right, shift in MED1 binding at shown elements between CLT and CLH of Ctrl tissues (right) **b** Total number of super enhancers (SE) and typical enhancers (TE) in CLH and CLT Ctrl tissues. The 325 SEs and 871 SEs were identified in the CLH and CLT, respectively. **c** List of transcription factors regulated by MED1 containing enhancers in CLH. Enhancer ranking is noted on the left and colors define regulation of mRNA expression in CLH upon loss of *Med1*. **d** mRNA expression of down-regulated (upper panels) and up-regulated (lower panels) transcription factors in *Med1* cKO CLT was confirmed by using RT-qPCR. Fold changes of mRNA expression in 2 independent litters of *Med1* cKO and Ctrl mice (6 CL tissues were pooled from 3 mice) are shown. **e** Average MED1 occupancy at promoters

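In CLH, the transcription factors marked as changed in the enhancer list of Supplementary Fig. 7c differed little between the libraries labelled cKO and those labelled Ctrl. Of the 15 factors marked as lower, 8 were higher and 7 lower, with a median log2 fold change of 0.00 and a range from -0.24 (*Runx2*) to 0.18 (*Tbx2*). Of the 14 marked as higher, 10 were higher and 4 lower, with a median of 0.06 and a range from -0.09 (*Trp63*) to 0.45 (*Foxo3*). In either set 0 factors passed an adjusted p of 0.05 by limma, and the number with an unadjusted p under 0.05 was 1 and 2. In CLT, by contrast, all 15 factors marked as lower were lower, with a median of -2.52, and 13 of the 14 marked as higher were higher, with a median of 1.06. The exception was *Twist2*, at -1.66. Of these, 3 and 0 passed an adjusted p of 0.05 over all genes tested in CLT, and 11 and 14 when adjusted over the list alone.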

(TSS +/- 10kbp) for enamel fate transcription factors (TFs) (pale blue line), ameloblast markers (blue line) and all other genes (black line) in CLH and CLT tissues.

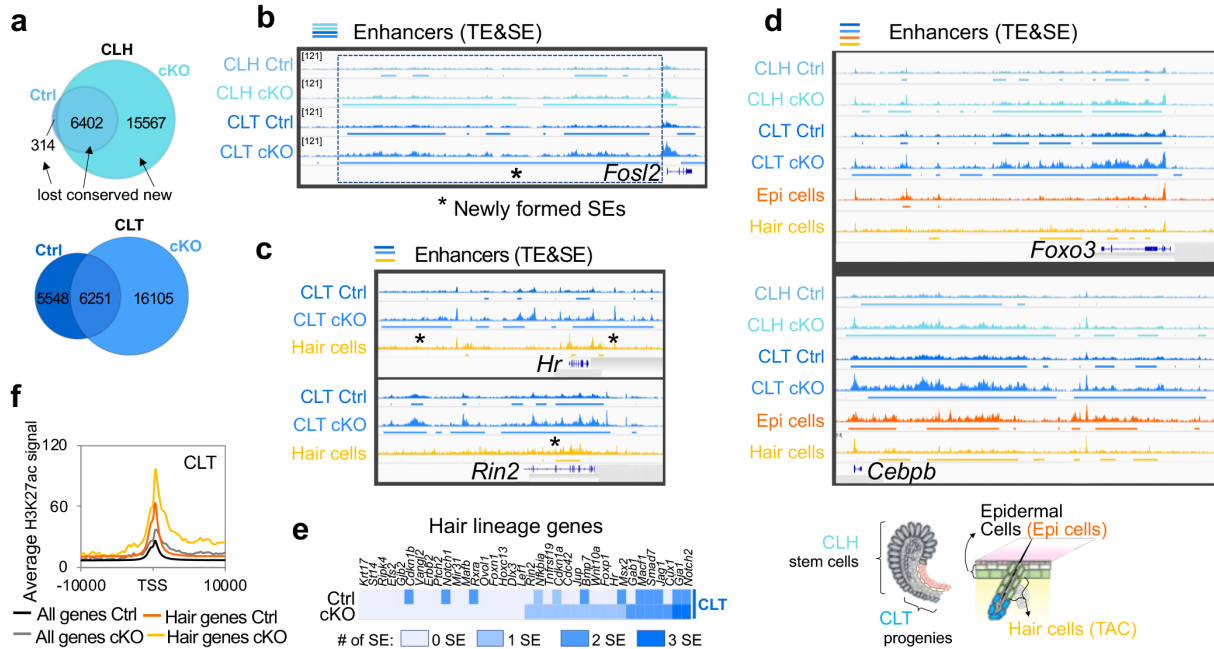

**Supplementary Fig. 8: Genomic H3K27ac occupancy at promoters and enhancers in Ctrl and cKO dental tissues.** **a** Numbers of typical enhancers (TEs) in Ctrl and cKO CLH and CLT tissues. Lost, conserved and new TEs in cKO tissues are shown. **b-d** H3K27ac occupancy around the loci of epidermal *Fosl2* (**b**), hair lineage driving *Hr* and *Rin2* (**c**), and epidermal transcription factors *Foxo3* and *Cebpb* (**d**) in Ctrl and *Med1* cKO CLH and CLT tissues. Newly formed super-enhancers (SEs) in cKO are marked with asterisks (\*). Enhancer profiles are compared with enhancer profiles (H3K27ac) from skin derived epidermal cells (Epi cells) and hair follicle transient amplifying (TAC) cells (Hair cells). Schematic representation of the anatomical locations of dental and skin epithelial is included. **b-d**, genome annotations are shown in Supplementary Data 1 (Excel). **e** Number of H3K27ac super-enhancers around genomic loci for hair lineage genes after

*Med1* loss in CLT tissues. **f** Average H3K27ac occupancy at promoters (TSS +/- 10kbp) for hair lineage genes in CLT tissues in *Med1* cKO and Ctrl mice.

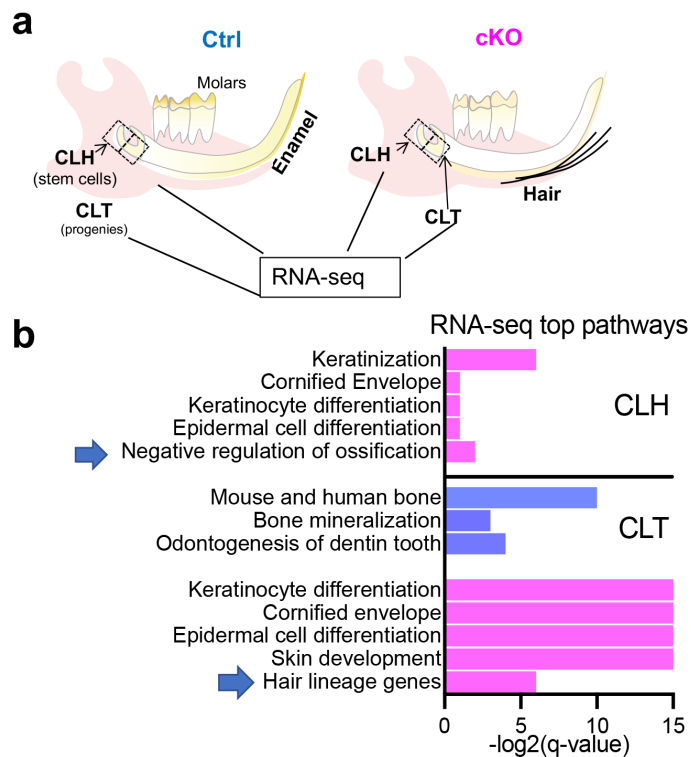

**Supplementary Fig. 9: Functional annotation for differentially expressed genes in *Med1* cKO versus Ctrl dental stem cells (CLH) and their progenies (CLT).** **a** Top, schematic diagram illustrating the collected tissues for the RNA-Seq experiment using two litters of 4 weeks-old *Med1* cKO and Ctrl mice. **b** GO-based annotations representing up-regulated gene sets are shown in pink, down-regulated gene sets are shown in blue. Blue arrows show relevant pathways for hair formation (bottom) and enamel dysplasia (top) observed in *Med1* cKO mice. The values for keratinocyte differentiation, cornified envelope, epidermal cell differentiation and skin development are over 15 (Supplemental Data 1).

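In CLT, 11 genes were higher and 237 lower in the libraries labelled cKO at an adjusted p under 0.05 in the limma test of 14148 genes, and 2802 and 2314 at an unadjusted p under 0.05. In CLH, 0 genes passed in either direction, and 684 were higher and 343 lower at an unadjusted p under 0.05, where chance gives 707 in all. The 2 libraries of each label did not overlap for 72.2% of genes in CLT and 38.7% in CLH, against 33.3% by chance. These counts depend strongly on how the spread was estimated. With all 8 libraries in 1 fit, 3352 genes were higher and 2831 lower in CLT. Among genes past this threshold in CLT whose 2 groups did not overlap, the largest falls were those of the enamel matrix genes *Amelx* (RPKM 48800 and 18600 in Ctrl, 6.57 and 3.68 in cKO, log2 fold change -12.31, adjusted p = 0.02), *Ambn* (28840 and 10890, then 3.45 and 1.78, log2 fold change -12.30, adjusted p = 0.02) and *Enam* (1309 and 684 in Ctrl, 0.234 and 0.0935 in cKO, log2 fold change -9.67, adjusted p = 0.018), all by limma. The largest rises among such genes were those of *Mir1949*, *Mir10a* and *Dsg3*. *Dsg3* (chromosome 18, 20510304 to 20541310) encodes a desmosomal cadherin and rose from 7.15 and 8.24 to 31 and 30.1 (log2 fold change 1.86, SE 0.15, adjusted p = 0.037). The 2 microRNA genes had at most 1 read in each Ctrl library, and *Mir1949* was at least 7.4-fold and *Mir10a* at least 5.86-fold higher. On simulated data, 102 of the 127 unchanged genes called in error were genes of at most 200 bases such as these. In CLH the smallest p-values belonged to *Mir138-1*, *Ppp1r14a* and *Ier5l* among higher genes and to *Mir3096b*, *Mir3061* and *Mir134* among lower ones. All had adjusted p-values of 0.3 to 0.69. Without a filter on low values *Amelx* had an adjusted p of 0.084 and *Dsg3* one of 0.09, and across the alternatives their lowest values were 6.9e-05 and 0.0024. Odontoblast and bone markers fell in CLT as well (median log2 fold change -4.64), while basal epithelium markers rose (1.04). A difference in the tissue dissected thus stays open for the falls of the enamel matrix genes.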

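The gene sets behind Supplementary Fig. 9b were not analysed here, and the epidermal and hair genes of Fig. 3b, chosen by the study from microarrays of other samples, were used in their place. In CLT, 66 of 68 epidermal genes were higher, with a median log2 fold change of 3.37 (camera adjusted p = 7.9e-10, fry adjusted p = 0.25, estimated correlation adjusted p = 0.49), and *Col9a2* and *S100a9* were lower. Of the 33 hair genes, 32 were higher in CLT, with a median of 4.35 (camera adjusted p = 3.2e-06, fry adjusted p = 0.25, estimated correlation adjusted p = 0.49), and *Wnt3a* was lower. Over all genes tested, 1 epidermal gene and 0 hair genes passed an adjusted p of 0.05 by limma, and that gene was *Col9a2*, which was lower (log2 fold change -5.44, adjusted p = 0.049). Further, 0 and 0 passed when adjusted over the list alone, and 26 and 9 had an unadjusted p under 0.05. With all 8 libraries in 1 fit, 44 epidermal and 12 hair genes passed an adjusted p of 0.05 over all genes tested. The hair keratin *Krt71* had an RPKM of 1229 and 1.3 in Ctrl CLT and 3726 and 4189 in cKO CLT (log2 fold change 6.22, SE 3.19, adjusted p = 0.23, limma). *Krt75* and *Krt31* had log2 fold changes of 4.21 (adjusted p = 0.18) and 4.88 (adjusted p = 0.21). Ctrl CLT 1 thus lay far nearer to the cKO CLT libraries than Ctrl CLT 2 did. Without Ctrl CLT 1 the median log2 fold change was 5.14 for the epidermal and 7.07 for the hair genes, and without Ctrl CLT 2 it was 1.56 and 1.58. In CLH, 47 epidermal genes were higher and 18 lower, with a median of 0.08, or 0.11 with the 11 genes near 0 reads set to their bounds (camera adjusted p = 1.5e-05, fry adjusted p = 0.21, estimated correlation adjusted p = 0.37). The median was 0.04 without Ctrl CLH 2 and 0.16 without Ctrl CLH 1. The hair genes showed no difference in CLH, with 19 higher, 12 lower and a median of 0.00 (camera adjusted p = 0.52). An unadjusted p under 0.05 was reached by 11 epidermal and 2 hair genes in CLH.

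**Figure D2:**
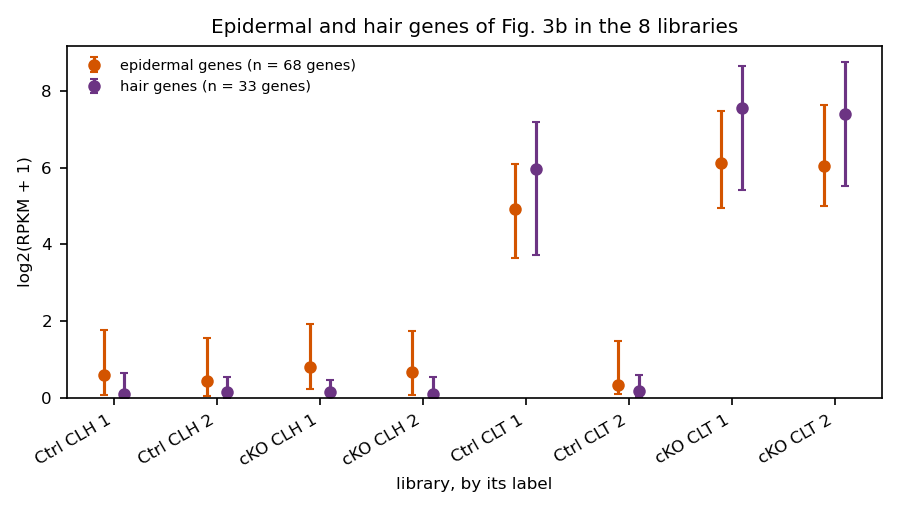
Median log2(RPKM + 1) of the 68 epidermal genes and the 33 hair genes of Fig. 3b in each of the 8 libraries, with bars over the interquartile range of the genes. The epidermal median RPKM was 68.4 and 65.2 in cKO CLT, 29.4 in Ctrl CLT 1 and 0.264 in Ctrl CLT 2, and lay between 0.346 and 0.73 in the CLH libraries.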

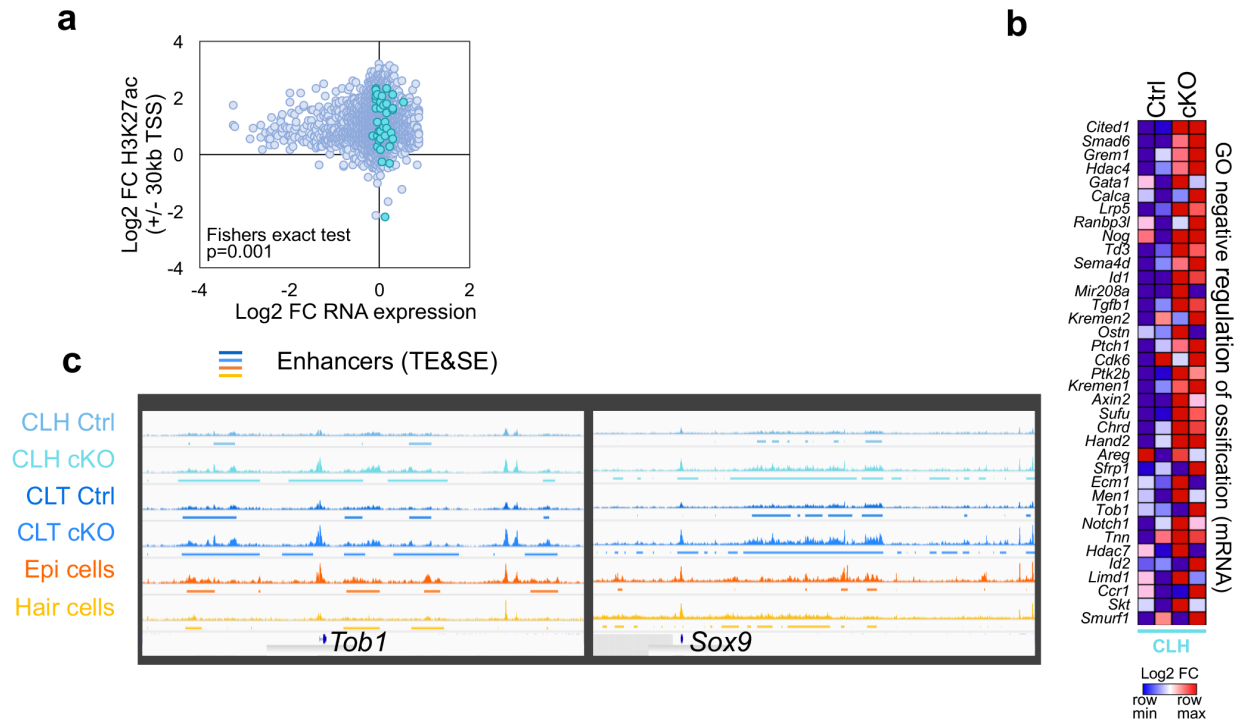

**Supplementary Fig. 10: Loss of *Med1* perturbs ossification pathways in dental tissues.** **a** Correlation between gene expression and H3K27ac promoter occupancy (TSS +/-30 kb) in *Med1* cKO vs Ctrl CLT tissues. Blue dots highlight the gene-set 'negative regulation of ossification', pale blue dots represent all other genes. **b** Heatmap showing the changes in RNA expression for the gene set 'Go negative regulation of ossification' in Ctrl and *Med1* cKO CLH tissues. **c** Chip-seq enhancer profiles (H3K27ac) around loci of ossification inhibitors *Tob1* and *Sox9* (mm10). Here, enhancers (colored underlines) expand in size or height after loss of *Med1* in CLH and CLT tissues. As a comparison, H3K27ac profiles for skin derived epidermal cells (Epi cells) and hair follicle TAC cells (Hair cells) are shown.

# Supplementary material for: Mediator 1 ablation induces enamel-to-hair lineage conversion in mice through enhancer dynamics
**Source:** Commun Biol. 2023 Jul 21;6:766. doi: 10.1038/s42003-023-05105-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The source data behind the graphs shown in Figures 3-7 and supplementary figures 2, 6, 7, 8, 9, 10 shown in 11 separate sheets.

# Supplementary material for: Mediator 1 ablation induces enamel-to-hair lineage conversion in mice through enhancer dynamics
**Source:** Commun Biol. 2023 Jul 21;6:766. doi: 10.1038/s42003-023-05105-5
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Applied Biosystems 7500 Real-Time PCR System and QuantStudio Real-time PCR system (Thermofisher) were used for real time PCR for RT-PCR and Chip-seq PCR experiments.<br>LSM 510 inverted confocal microscope or AXIO fluorescent microscope (Carl Zeiss) was used for imaging.<br>DNA sequencing for Chip-seq was conducted by Illumina Hiseq 4000 instrument in the UCSF Center of Advanced Technology core (CAT) facility<br>Microarray was conducted in the UCLA core facility using Illumina microchip (Mouse Ref-8 v2.0).<br>RNA-Seq was performed on an Illumina Hiseq 4000 in the Mayo Clinic genome facility sequencing core.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | QPCR data were collected using the Applied Biosystem's softwares installed in the instrument, analyzed by Excel (Microsoft) using t-test, and visualized by Graphpad Prism version 8 or 9. Bright-field microscopic images were analyzed using ImageJ software (NIH) and performed quantitative analysis by using bioquant system in Bone core facility in VA Medical Center San Francisco. Microarray gene expression profiles were analyzed using a Illumina beads chip based gene array (Mouse Ref-8 v2.0 Ambion). Sample preparation, labeling and array hybridizations were conducted according to standard protocols by the UCLA Neuroscience Genomics Core Facilities. The data were normalized in the Genome Studio (Illumina). The fold changes (log) in gene expression of Med1 KO over control were calculated (average intensity, p-values, and standard deviation). The data were then analyzed by using the IPA software (Ingenuity) via data transformation by setting the score and the p-value less than 0.005. Several analyses performed to predict upstream regulators and affected pathways were conducted using IPA software. The upstream molecules were listed, which are potentially responsible for the observed changes in gene expression. The statistical significance of potential upstream regulators was evaluated by the z-score and the p-values calculated through the algorithm installed in IPA software. Heat maps were prepared by using MeV software using fold changes (KO/CON).<br>Raw reads from ChIP-seq experiments were assessed for run quality using fastqc version 0.72. Mapping of ChIP-seq data to reference genome was performed using BWA Galaxy version 0.7.15.1. Peak calling was performed with MACS2 callpeak Galaxy version 2.1.0.20140616.0 and differential peak analysis with DiffBind Galaxy version 2.6.6.4 or 2.10.0. Peak size and location was visualized with IGV version 2.3.92.MAYO. |

Genomic ChIP-Seq related peak distribution was assessed with CEAS software (Version1.0.0, Cistrome, Liu Lab). Super-enhancer assessment was performed by using the package the software NaviSE (Ascension M e al., BMC Bioinformatics 2017). Overlapping SE between samples and/or treatments were assessed with Bedtools (version 2.29). ChIP-Seq based gene-ontology was performed using GREAT version 3.0.0 (Bejerano Lab, Stanford; <http://great.stanford.edu/public/html/>). Hierarchical clustering and heat map generation was executed with Morpheus (Broad Institute, <https://software.broadinstitute.org/morpheus/>). Statistical data analysis and figure generation was performed using GraphPad Prism software, version 9.4.1 as well as Microsoft excel.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The array data were submitted to a public database (GEO/NCBI/NIH <http://www.ncbi.nlm.nih.gov/geo>). Data for Med1 cKO (4wk), are available with accession numbers GSE50503 under the super-series GSE50504. The Chip-seq data were deposited with accession number GSE221565 and RNA-seq data with GSE232190.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Histology experiments using Med1 cKO and littermate control mice were repeated with at least two litters, and reproducibility was confirmed. The experiments using cultured dental epithelia were conducted in duplicates for microarray, and reproducibility was confirmed. Histological analyses were performed using 2 sections per mouse per each group of cKO and Ctrl, and representative images are shown. Statistical significance was calculated using software integrated methods or two-tailed unpaired Student's t-test. If not differently noted, differences with a p-value of less than 0.05 were considered as statistically significant.

Data exclusions

Replication Chip-seq experiments were conducted in duplicate, in which cervical loop tissues from 2-4 mice (Med1 cKO and littermate control) are pooled for one Chip experiment (total 4-8 cervical loop tissues) and repeated the same experiments using a different litter. Average profiles are shown in IGV genome browser. Super-enhancer analysis was conducted on averaged peaks using NaviSE, and binding motif analysis was conducted by Homer analysis with known motifs.

Randomization Mice were randomly allocated in the treatment group after determining genotypes and gender. For microscopy image capturing and analysis, selected areas were chosen randomly. For other experiments, randomization was not applicable and/or relevant as these experiments did not involve clinical trials or population based studies. However, for the in vitro performed experiments, cells were cultured under the described conditions and unbiasedly seeded to well positions and treatments. In addition, cell harvesting, processing and analysis was performed in random order.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K27ac (Abcam ab 4729, Lot GR3211959-1, GR3303561-2) 3ug/Chip IP, Med1 (Bethyl Laboratories, A300-793A Lot 9, 10) 4.5 ug/Chip IP, Loricrin (Biolegend former Covance 905104, PRBP-145P Lot 14892401)(1:200), K14 (Krt14 Biolegend former Covance 905304 PRB-155P Lot 14834401)(1:1000), K71 (Krt71) (Progen GP-K6irs1 Lot 208291),(1:200) Notch1 (Cell signaling 3447)(1:200), KRT75 (ARP, anti-cytokeratin K6HF (K75) Lot 20411-01, 1:100), or KRT31 (Progen, Lot 203211, 1:100).                                                                                                                           |
| Validation      | All the antibodies are verified by the vendors. We tested Lor, K14 (Krt14), K71 (Krt71), K75 (Krt75), Krt31 and Notch1 for immunostaining by using our samples if antibodies provide us reasonable signals by sited dilutions. We also tested Med1 and H3K27ac antibodies in Chip-seq by preliminary Chip-qPCR using known primers to verify if these antibodies efficiently immuno-precipitate the appropriate genomic sites by comparing negative control samples (Input). We also verify them by comparing signal levels using negative control PCR primers that are provided by Chip-seq kit (Diagenode). |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Conditional Med1 knockout (cKO) mice were generated by mating floxed (exon 8-10) Med1 mice (C57/BL6 background) with keratin 14 (Krt14) promoter driven Cre recombinase mice (The Jackson Laboratory, C57/BL6 background). Genotyping was determined by PCR and Cre negative littermate mice were served as controls (Ctrl). All mice were housed in a selected pathogen-free barrier environment with ad libitum access to food and water, 12-hour light and dark cycles, temperature between 20-26C. |
| Wild animals            | The study did not involve wild type animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reporting on sex        | Findings reported in this study apply to both sexes as study design and experimental setups included both, male and female animals.                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | Our study did not include field collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | We collected mouse specimen under protocol number 20-019 (Daniel D. Bikle) that were approved by the Institutional Animal Care and Ethics Committee at the San Francisco Department of Veterans Affairs Medical Center. Our staffs conduct our experiments and received annual training for ethics conducts under the ethics, animal welfare and IAUCU oversight. We collected samples at end point and no surgery procedure is included (no category C experiments).                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
May remain private before publication. The ChIP-seq data were deposited and available with accession number GSE221565 at the following URL: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221565>.

Files in database submission  
ChIP-seq GSE221565

## Files in database submission

GSM6886371 Ctrl CLH Med1  
 GSM6886372 Ctrl CLT Med1  
 GSM6886373 Ctrl CLH H3K27ac  
 GSM6886374 Ctrl CLT H3K27ac  
 GSM6886375 Med1 cKO CLH H3K27ac  
 GSM6886376 Med1 cKO CLT H3K27ac  
 GSM6886377 Input CL  
 GSM6886378 WT keratinocyte H3K27ac  
 GSM6886379 Input\_keratinocyte  
 All the data will be available after June 22, 2023.

Genome browser session  
(e.g. [UCSC](#))

N/A. We used IGV genome browser.

## Methodology

## Replicates

Average of duplicate data that are derived from two independent litter of Med1 KO and Ctrl (2-4 mice, pooled 4-6 CL tissues each).

## Sequencing depth

Uniquely mapped sequences per total was over 85% for H3 and over 75% for Med1  
 Ctrl CLH Med1 rep1, total reads 12132984, uniquely mapped reads 10843553, length: 50 bp, single end  
 Ctrl CLH Med1 rep2, total reads 30349324, uniquely mapped reads 26305412, length: 50 bp, single end  
 Ctrl CLT Med1 rep1, total reads 11614010, uniquely mapped reads 10627101, length: 50 bp, single end  
 Ctrl CLT Med1 rep2, total reads 18042268, uniquely mapped reads 16557063, length: 50 bp, single end  
 Ctrl CLH H3K27ac rep1, total reads 42943319, uniquely mapped reads 38857028, length: 50 bp, single end  
 Ctrl CLH H3K27ac rep2, total reads 81309078, uniquely mapped reads 75175653, length: 50 bp, single end  
 Ctrl CLT H3K27ac rep1, total reads 28479608, uniquely mapped reads 25701187, length: 50 bp, single end  
 Ctrl CLT H3K27ac rep2, total reads 76306333, uniquely mapped reads 71366872, length: 50 bp, single end  
 Med1 cKO CLH H3K27ac rep1, total reads 72255459, uniquely mapped reads 65671005, length: 50 bp, single end  
 Med1 cKO CLH H3K27ac rep2, total reads 88441873, uniquely mapped reads 83732204, length: 50 bp, single end  
 Med1 cKO CLT H3K27ac rep1, total reads 51173258, uniquely mapped reads 47931133, length: 50 bp, single end  
 Med1 cKO CLT H3K27ac rep2, total reads 42239040, uniquely mapped reads 40214201, length: 50 bp, single end  
 Input 1, total reads 42297924, uniquely mapped reads 31890624, length: 50 bp, single end  
 Input 2, total reads 19515039, uniquely mapped reads 15981156, length: 50 bp, single end  
 Input 3, total reads 51124264, uniquely mapped reads 42035754, length: 50 bp, single end  
 Input 4, total reads 45093006, uniquely mapped reads 37415992, length: 50 bp, single end

## Antibodies

H3K27ac (Abcam ab 4729, Lot GR3211959-1, GR3303561-2) 3ug/Chip IP,  
 Med1 (Bethyl Laboratories, A300-793A Lot 9, 10) 4.5 ug/Chip IP

## Peak calling parameters

Peaks were defined using MACS2 callpeak Galaxy version 2.1.0.20140616.0 with parameters -g mm and -p 1e-05

## Data quality

evaluated by peak at 5% FDR, peaks with fold enrichment >5, detailed data will be provided.

## Software

Fastq files from ChIP-Seq experiments were assessed for run quality using fastqc version 0.72. Mapping to the reference genome mm10 was performed using BWA Galaxy version 0.7.15.1 using standard settings. Peak calling was performed with MACS2 callpeak Galaxy version 2.1.0.20140616.0 using -g mm and -p 1e-05 and differential peaks analysis with DiffBind Galaxy version 2.6.6.4 or 2.10.0. Genomic ChIP-Seq related peak distribution was assessed with CEAS software (Version 1.0.0, Cistrome, Liu Lab). Super-enhancer assessment was performed using the package ROSE as integrated in the NaviSE software package (Ascension M et al., BMC Bioinformatics 2017) by stitching together neighboring peaks within 12.5 kb from each other while excluding regions +/- 2000 bps from any transcription start site. Overlapping SE between samples were assessed by Bedtools (version 2.29). ChIP-Seq based gene-ontology was performed using GREAT version 3.0.0 (Bejerano Lab, Stanford; <http://great.stanford.edu/public/html/>).

How the deposited data were processed for this re-analysis (not part of the article)

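RNA-seq of CLH and CLT tissues from 4-week-old *Med1* cKO and littermate Ctrl mice was used, with 2 libraries in each of the 4 groups. The groups were taken from the sample labels and the paper. The authors aligned the reads with RNA STAR to mm10 and counted them per gene with featureCounts, and their methods name DESeq2 for differential expression. They deposited 1 table of RPKM values for 23358 genes in 8 columns, 1 per library, with a gene length for each gene. The paper's text does not name the annotation, the strand setting or the total used for the RPKM. Of the gene names, 26 occurred on more than 1 row, on 69 rows in all, and no gene with such a name was used by name. 0 columns of per-sample values were left unused.

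The deposited RPKM, multiplied by gene length, were whole multiples of 1 step in each library for 100.0% of the values checked. The step gave the library's total, from about 26590000 (Ctrl CLT 2) to about 34420000 (Ctrl CLH 1) reads, and the reads behind each value. Of these totals, 82.2% to 85.6% lay on genes of the table. A library with no read on a gene allows up to 3 reads, and a fold change against libraries at or under that floor is given as a lower bound. Such floors cover counting error only.

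From the RPKM, log2(RPKM + 1) was computed and tested with limma 3.58.1 (lmFit and eBayes with a variance trend) in R 4.3.3. Genes with an RPKM of at least 1 in at least 2 of the 8 libraries were tested (14148 genes), with Benjamini-Hochberg adjustment and a threshold of 0.05. Each region was tested within its own 4 libraries, because the paper's Fig. 7d values showed the 2 Ctrl CLT libraries far apart for hair genes. Those values come from these same libraries, so this choice was not made blind to them. The difference of the cKO effect between CLT and CLH was tested as an interaction over all 8 libraries. Because the deposited values are not counts, a model of the recovered reads (voom) served only as an alternative. These designs, the lists taken from the paper and the alternatives below other than voom were fixed before the deposited values were examined. So was the rule for genes named one by one. That rule named *Med1*, the genes the paper names for these results, the members of a list that moved against the stated direction, each list's extremes, and in each region and direction the 3 genes with the largest change among those past the threshold without overlap between the groups, or with the smallest p-values where none passed. Genes named as examples of a tissue were chosen after their values were seen.

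The gene lists were those of Fig. 3b, Fig. 5d, Fig. 5f, Fig. 7d, Supplementary Fig. 6c, Supplementary Fig. 7c and Supplementary Fig. 10b. A list was described by its median log2 fold change, by the number of genes in each direction and by the genes past the threshold, both over all genes tested and adjusted over the list alone. Set tests were camera with an inter-gene correlation of 0.01, fry, and camera with an estimated correlation, each adjusted over 9 list tests. Correlations across genes used 100000 permutations. An exact permutation test of 2 against 2 libraries cannot give a p under 0.333. Marker lists of tissues (ameloblast, odontoblast and bone, skeletal muscle, erythroid, leukocyte, endothelial, mesenchyme, basal epithelium, cornified epidermis, oral and tongue epithelium, hair shaft and inner root sheath, further melanocyte genes, neural and Schwann, sex, and Mediator subunits) were written before the data were examined. Lists of Hox genes, craniofacial and jaw patterning, fat cell, sebaceous gland, dermal papilla, and salivary gland genes were added after the first lists had been seen and before their own values were.

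The alternatives were pseudocounts of 0.1 and 0.5, median-of-ratios scaling, quantile normalization, no filter on low values, a filter on the mean RPKM, all 8 libraries in 1 fit, a replicate block, no variance trend, robust eBayes, the log2 ratio of group mean RPKM, an added limit of 1 on the size of the log2 fold change, and each library left out in turn, which leaves 1 library in a group and gives values without a test. A voom fit on the recovered reads was added after the data had been seen. *Med1* exons were taken from the GENCODE M21 annotation of mm10.

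The scripts were tested on simulated data in 3 draws with a dispersion of 0.01. Of 200 genes changed 2-fold, 198 to 200 were called in CLT, with 14 to 29 unchanged genes called among 13067 to 13088 tested. In CLH, where no gene had been changed, 2 to 18 were called. The interaction test called 149 to 167 of 200. Of the 127 unchanged genes called over all draws and tests, 102 were genes of at most 200 bases, of which 184 were tested, so calls of genes this short are uncertain. The set tests camera and fry each called 6 of 6 lists of 30 genes changed 1.3-fold, and camera called 0 of 21 unchanged lists. The simulation used CLH means for both regions and drew each gene independently. It did not hold the spread of the real Ctrl CLT libraries, whose median absolute log2 ratio was 0.472. These rates therefore do not carry over to the CLT tests or to lists of correlated genes.

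The MED1 and H3K27ac ChIP-seq, the microarrays and the gene sets of Supplementary Fig. 9b were not analysed here. Results of a few single genes are not reported here.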

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

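For the results in this part, the tests of library size or composition and the comparison of the replicate spread were chosen only after the result was seen. The direction of each comparison is that of the libraries labelled cKO against those labelled Ctrl.

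The effect of the cKO label differed between CLT and CLH for 2494 genes at an adjusted p under 0.05 (limma interaction over all 8 libraries), 1139 more positive in CLT and 1355 more negative. Their median absolute log2 difference was 1.20, with a median absolute log2 fold change of 1.15 in CLT and 0.09 in CLH. The sign was the same for 2494 of 2494 genes without Ctrl CLT 1 (median 1.32) and without Ctrl CLT 2 (median 1.07). These genes were chosen on the same libraries, so the sign could hardly have changed and this is not a test. After median-of-ratios scaling, 2228 of these genes were called again, which argues against library size or composition as the whole cause. The interaction log2 fold change had a Spearman rho of -0.07 with gene length across genes, which argues against a length bias. The low number of calls in CLH does not come from noisier CLH replicates. The median residual SD was 0.089 in CLH and 0.221 in CLT. What stays open is a difference between the stem cell and progeny tissues, which the design names, and a difference in the tissue dissected for the libraries labelled cKO CLT. With the replicate block 248 genes were called.

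In the libraries labelled cKO CLT, transcripts of tissues that the paper does not discuss stood above every CLH library. The 10 skeletal muscle markers had a median RPKM of 230 and 267 in cKO CLT, 94.4 in Ctrl CLT 1, 8.28 in Ctrl CLT 2 and 4.91 to 5.64 in CLH. *Acta1* reached 551 and 659 and *Myh4* 87.3 and 92.3 in cKO CLT. Of 36 Hox genes outside the paper's lists, 28 were above every CLH library in both cKO CLT libraries, and 16 had an RPKM of at least 1 in both. None of the 36 had an RPKM of at least 1 in any CLH library or in Ctrl CLT 2. *Hoxb7* had 10.5 and 8.96 in cKO CLT and 3.72 in Ctrl CLT 1. The 8 fat cell markers had a median of 5.43 and 5.92 in cKO CLT, 2.02 in Ctrl CLT 1 and 0 in Ctrl CLT 2, with *Fabp4* at 663 and 608. The 8 sebaceous gland markers had a median of 20.3 and 19.2 in cKO CLT, 6.60 in Ctrl CLT 1 and 1.35 in Ctrl CLT 2, with *Elovl3* at 36.8 and 34.2. At an RPKM of at least 1, CLH libraries also express 7 of the 10 muscle, 2 of the 8 fat cell and 4 of the 8 sebaceous gland genes. At the same time the craniofacial and jaw patterning genes had a median of 0.483 and 0.372 in cKO CLT against 15.8 to 18.7 in CLH, and *Dspp* and *Dlx5* were at most 0.991.

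One candidate explanation is that the libraries labelled cKO CLT hold tissue of another body region such as skin of the trunk. When it was written, *Hoxc13* of the list of Fig. 7d had been seen, at 21.4 and 0.0309 in Ctrl CLT and 65.4 and 61.8 in cKO CLT. The values of the 36 further Hox genes had not. The 28 of 36 Hox genes, the jaw patterning genes (median log2 fold change -1.76) and the fat and sebaceous gland genes go with this explanation. A simple dilution of dental epithelium by every other tissue is argued against, since the markers moved apart. Basal epithelium rose by 1.04 and muscle by 3.09, while odontoblast and bone (-4.64), mesenchyme (-0.98), leukocyte (-0.50) and endothelial (-0.31) markers fell, in median log2 fold change. Of 25 cornified, hair and melanocyte markers, 24 were above every CLH library in both cKO CLT libraries, but these markers stand for the paper's observation itself, and skin in the dissection and a change of cell fate cannot be told apart by them. Skin in both dissections would have raised them in cKO CLH as well, where the hair shaft markers had a median of 0.15 and 0.103. A change of Hox, fat and muscle genes that follows from loss of *Med1* stays open as a biological explanation, and was not tested. Ctrl CLT 1, which carries the Ctrl label, holds the same transcripts at a lower level, so they do not follow the label alone.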

How the results depend on the processing

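Counts of calls in CLT depended on the setting. Of the genes higher in cKO CLT, 11 in the limma test, 0 were called without a filter on low values (19755 genes tested) and 3352 with all 8 libraries in 1 fit. Of the genes lower, 237 in the limma test, 3 and 2831 were called under the same settings. The fit over 8 libraries shares the smaller spread of the CLH libraries, and its 6183 calls include all 248. Voom on the recovered reads, an alternative chosen after seeing the data, called 0 higher and 0 lower genes in CLT, with 2862 and 2038 at an unadjusted p under 0.05, and why it called fewer was not tested. Of the CLT calls, 4.4% were higher in the limma test, 3.5% after median-of-ratios scaling, 3.8% after quantile normalization and 54.2% with all 8 libraries in 1 fit. In CLH, robust eBayes called 2 higher and 2 lower genes and every other setting 0 and 0, and the cause was not tested. With an added limit of 1 on the size of the log2 fold change, 1634 of the 2494 interaction genes passed. Median-of-ratios scaling shared 211 of the 248 CLT calls and quantile normalization 235.

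The samples share replicate numbers, and the paper gives 2 litters without tying the numbers to them. The deviations of same-numbered libraries from their group means correlated at 0.07 between Ctrl and cKO in CLH and at -0.19 in CLT, and at 0.20 between CLH and CLT within Ctrl and 0.31 within cKO. Between Ctrl CLH and cKO CLT the correlation was -0.14, and between cKO CLH and Ctrl CLT -0.11. With the replicate block, 888 genes were higher and 856 lower in CLT, including all 248, and 248 genes differed between CLT and CLH. In CLT, 41 epidermal and 13 hair genes of Fig. 3b and 4 of the 5 melanocyte markers then passed.

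The list medians kept their direction under the pseudocounts, scalings, filters, variance settings and leaving out of each library, apart from that of the hair genes in CLH. There the median of 0.00 became -0.01 with voom and 0.14 as the log2 ratio of group means, and the cause was not tested. The median of the enamel transcription factors was -1.73 as the log2 ratio of group means, a scale without a pseudocount, and from -1.60 to -1.30 across the fits that each left out 1 library. The median of the epidermal genes in CLH was 0.42 as the log2 ratio of group means. With all 8 libraries in 1 fit it was 0.08, and its camera adjusted p was 0.12.

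The set tests depended on the correlation assumed between genes. With fry, the adjusted p was 0.055 for the epidermal and hair transcription factors and for the ossification genes in CLH, 0.13 for the hair lineage genes, 0.21 for the melanocyte markers and for the epidermal genes in CLH, and 0.25 for the epidermal and the hair genes in CLT. With an estimated correlation it was 0.37 for both sets of transcription factors, the ossification genes and the epidermal genes in CLH, and 0.49 for the hair lineage genes, the melanocyte markers and the epidermal and hair genes in CLT. By construction these tests allow genes of a list to move together.

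Across the fits that each left out 1 library, the median log2 fold change ranged from 1.03 to 1.31 for the epidermal and hair transcription factors, from 0.47 to 0.62 for the hair lineage genes, from 1.57 (without Ctrl CLT 2) to 5.54 (without Ctrl CLT 1) for the melanocyte markers, from 1.56 to 5.14 for the epidermal and from 1.58 to 7.07 for the hair genes in CLT with the same libraries left out, from 0.04 (without Ctrl CLH 2) to 0.16 (without Ctrl CLH 1) for the epidermal genes in CLH, and from 0.11 to 0.14 for the ossification genes. *Med1* ranged from 0.05 to 0.79 in CLT and from -0.33 to -0.11 in CLH. Correlation of RNA with H3K27ac ranged from 0.09 (without Ctrl CLT 2) to 0.27 (without Ctrl CLT 1). With 2 libraries in a group, leaving one out moves a gene's value by less than its replicate spread by construction, so these ranges are not a test. Counts of calls have no value there, since 1 library is left in a group. The log2 ratio of group means has no value where a group is at 0, such as *Nkx2-3*.

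Of the single genes, *Isl1* in CLH changed sign to -0.01 with quantile normalization and with voom, and *Smad7* in CLT to 0.01 with median-of-ratios scaling and with voom, with adjusted p-values of 0.96 to 0.99. Over all single genes and the settings with a test, 39 values moved past the threshold, 26 fell short of it, 4 changed sign and 1104 kept their side. Without a test, 26 values as the log2 ratio of group means moved by more than the replicate spread and 71 did not, and the sign changed in 38 of the 428 values with 1 library left out. The number of list members past the threshold changed by over 1.5 times in 25 cases and not in 74. Reads limit *Mir1949*, *Mir10a*, *Mir138-1*, *Mir3096b*, *Mir3061* and *Mir134*, with 0 to 25 reads per library in the region in which each is named.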

Differences from the paper's values

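The paper's source data were set beside the deposited RPKM. All 136 values of Fig. 7d and all 30 log2 fold changes of Fig. 7e lay within the replicate error or 1.5-fold of each other. None of the alternatives set before the data were examined closed any of the gaps below, except where stated.

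In Fig. 5d, the log2 fold change of *Lbh* is -0.643587 in the paper and -0.75 here, or -0.77 as the log2 ratio of group means. The paper gives the same value for *Snd1*, whose log2 ratio of group means here is -0.64. In Fig. 5f, that of *Trp53inp2* is 1.73 in the paper and 0.50 here, or 0.51 as the log2 ratio of group means.

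Mean RPKM in Fig. 5d differed for these genes. For *Nkx2-3* the paper gives 28.9 in Ctrl CLT and 0.5 in cKO CLT, against 6.91 and 0 here. For *Isl1* it gives 1.6 in cKO CLT, against 0.607. For *Satb1* it gives 71.2 in Ctrl CLT, against 31, and for *Hey1* 15.9, against 71.2. For *Runx2* it gives 1.1 in cKO CLT, against 1.78, and without cKO CLT 1 the value of 1.48 lay within 1.5-fold of the paper's. For *Tbx2* the paper gives 0 in cKO CLT, against 1.1. For *Runx1* it gives 4.5 and 1.3, against 16.4 and 6.17, for *Msx1* 24.7 and 9.7, against 4.53 and 1.3, for *Smad3* 4.9 and 1.6, against 24.7 and 9.66, and for *Arid3b* 28.3 and 17.7, against 4.94 and 1.57, in Ctrl CLT and cKO CLT. The paper's means for *Isl1*, *Satb1*, *Hey1*, *Runx2*, *Runx1*, *Msx1* and *Smad3* equal, within rounding, the deposited means of the gene that follows in its list, for example 71.2 for *Hey1*. Those for *Tbx2* equal the deposited means of *Nkx2-3*.

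In Fig. 5f, the paper's mean RPKM of *Trp53inp2* is 8.2 in Ctrl CLT and 27.2 in cKO CLT, against 54.2 and 77 here, and that of *Klf13* is 54.2 and 77, against 15.6 and 23.1. The paper's means and log2 fold change of *Trp53inp2* equal, within rounding, the deposited means of *Tfap2a* (8.22 and 27.2) and their log2 ratio (1.73), and its means of *Klf13* equal the deposited means of *Trp53inp2*.

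In Supplementary Fig. 6c, the paper's RPKM of *Dct* in Ctrl CLT 1 is 6.28, against 46.3 here, that of *Tyrp1* in Ctrl CLT 2 is 4.15, against 0.0415, that of *Pmel* in Ctrl CLT 1 is 5.14, against 25.1, and that of *Mlana* in Ctrl CLT 2 is 25, against 0. The paper's value of *Tyrp1* is 100 times the deposited one, and its values of *Dct* and *Pmel* lie below the deposited ones by 40 and 20. The legend of this figure names RNA-seq, but the heading of its source data names RT-qPCR. For 16 further values of the figure, the paper and the deposited RPKM lay within the replicate error or 1.5-fold of each other.

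The paper states a positive correlation between H3K27ac and expression in CLT, and Pearson's r was 0.22 (permutation p = 0.23). It states that MED1 is missing from cKO tissues, and *Med1* RNA had an RPKM of 7.03 to 9.15 in the libraries labelled cKO, a value that counts exons outside the deleted ones. The legend of Supplementary Fig. 7c assigns its colours to regulation in CLH, where 8 of the 15 factors marked as lower were higher and 4 of the 14 marked as higher were lower. In CLT, the region the paper's text names, *Twist2* (-1.66) was lower against its colour. The paper's text reports differential gene sets in CLH, where 0 genes passed an adjusted p of 0.05 here, and 2 higher and 2 lower with robust eBayes. The paper calls all transcription factors of Fig. 5d and Fig. 5f changed in CLT. It also reports RT-qPCR of changed factors in Supplementary Fig. 7d, which was not analysed here. By limma here, 3 of 16 and 1 of 22 passed an adjusted p of 0.05 over all genes tested. The legend of Fig. 5d and Fig. 5f names a threshold of 0.05 without an adjustment, and 14 of 16 and 22 of 22 had an unadjusted p under 0.05 by limma. With all 8 libraries in 1 fit, 14 of 16 and 22 of 22 passed, and with the replicate block 9 and 11. Of the hair lineage genes of Fig. 7d, 0 passed an adjusted p of 0.05 here, 17 had an unadjusted p under 0.05, and the adjusted p passed for 21 with all 8 libraries in 1 fit and 10 with the replicate block. Of the melanocyte markers, 0 passed an adjusted p of 0.05 here, 3 had an unadjusted p under 0.05, and 4 passed the adjusted p under either of these settings.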

Other observations

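Among the tests below, those of a mislabelled sample, of the spread between the Ctrl CLT libraries by direction and of oral mucosa in CLH were chosen only after the result was seen.

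The 2 libraries labelled Ctrl CLT were unlike each other. Over 284 genes with an RPKM above 20 in cKO CLT and under a 20th of it in Ctrl CLT 2, Ctrl CLT 1 lay at a median share of 0.325 of the cKO level, with a 5th to 95th percentile of 0.255 to 0.394. The hair shaft markers lay at 0.333 (0.296 to 0.373 over 10 genes). Lists not looked at before were then compared with them by an exact 2-sided rank test over their genes with an RPKM of at least 5 in cKO CLT and 5 times that of Ctrl CLT 2. By this exact test the share was 0.332 for 5 Hox genes (p = 1, adjusted p = 1), 0.296 for 5 sebaceous gland genes (p = 0.075, adjusted p = 0.11) and 0.377 for 3 fat cell genes (p = 0.028, adjusted p = 0.084). Among the earlier lists, which were not tested, it was 0.325 for 9 skeletal muscle genes and 0.329 for 9 cornified genes. For 5 further melanocyte genes it was 0.267 (0.155 to 0.288), wholly below the range of the hair shaft markers, so the share was not the same for every list. A candidate explanation is that Ctrl CLT 1 also holds the tissue of the cKO CLT libraries, beside dental tissue of its own make-up. A plain mixture of the Ctrl CLT 2 and cKO CLT tissues is argued against, since 14 of 93 genes abundant in Ctrl CLT 2 and nearly absent in cKO CLT were higher in Ctrl CLT 1. Their ratio of Ctrl CLT 1 to Ctrl CLT 2 had a median of 0.455 and a 5th to 95th percentile of 0.113 to 2.206, and the ameloblast genes took 13.343% of the reads in Ctrl CLT 1 and 5.722% in Ctrl CLT 2. Oral mucosa is argued against as the source, because *Krt13* had an RPKM of 4.45 in Ctrl CLT 1 and of 21.8, 42.5 and 24.4 in 3 CLH libraries whose hair shaft markers had medians of at most 0.15. The median log2 difference over all genes tested was -0.10, but RPKM is already scaled to each library's total, so this value cannot test library size. A CLH library under the label Ctrl CLT 2 is argued against, since its highest correlation with a CLH library was 0.963 and the lowest between CLH libraries was 0.990. Whether Ctrl CLT 1 holds tissue of the cKO CLT libraries stays open, as does its route, whether in the dissection, the RNA or the libraries. No biological explanation was tested.

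At an adjusted p under 0.05, calls in CLT were mostly of lower genes, with 11 higher and 237 lower. The split depended on how many genes were counted. At an unadjusted p under 0.05 there were 2802 higher and 2314 lower genes, and with all 8 libraries in 1 fit 3352 higher and 2831 lower genes were called. Among the 248 genes with the smallest p in that fit, 12 were higher and 236 lower. A few genes taking most of the reads do not account for the split, since 3.5% of the calls were higher after median-of-ratios scaling against 4.4% before. When genes were ranked by the size of the log2 fold change alone, without their spread, 149 of the first 248 were higher. The 2 Ctrl CLT libraries differed by a median of 1.07 (absolute log2) over the 1629 genes with a log2 fold change above 1, and by 0.80 over the 1550 genes below -1. A difference under a 10th of the log2 fold change was found for 3.3% and 9.2% of them. A candidate explanation is therefore that a larger spread of the higher genes between the Ctrl CLT libraries keeps them from the smallest p-values. Why their spread was larger was not tested.

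*Med1* was not lower in the libraries labelled cKO CLT, at 1.34 times the Ctrl CLT mean, and was 0.84 times the Ctrl mean in CLH. Reads of cells outside the *Krt14* epithelium may hide a loss, but the mesenchyme markers had a lower median RPKM in cKO CLT (79.7 and 75.9) than in cKO CLH (178.7 and 168.7). Exons 8 to 10 hold 3.1% of the bases counted, so a transcript without them could keep its RPKM. Both stay open, since the table gives no values per exon.

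The epidermal genes of Fig. 3b were slightly higher in cKO CLH, with a median log2 fold change of 0.04 against Ctrl CLH 1 alone and 0.16 against Ctrl CLH 2 alone. *Krt13* had an RPKM of 21.8 in Ctrl CLH 1, 0.0566 in Ctrl CLH 2 and 42.5 and 24.4 in cKO CLH, and *Krt4* had 6.07, 0.262, 12.3 and 7.11. Oral mucosa in all CLH libraries but Ctrl CLH 2 may explain the difference. With 2 Ctrl libraries it cannot be told apart from an effect of the cKO.

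Sex-linked transcripts also set Ctrl CLT 2 apart. *Xist* had an RPKM of 1.02 in Ctrl CLT 2 and 18.7 to 72.7 in the other libraries, and *Ddx3y* had 18.1 against 1.82 to 4.98.

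The median log2 fold changes of the marker lists in CLT were -9.46 for ameloblast, -4.64 for odontoblast and bone, 3.09 for skeletal muscle, -0.21 for erythroid, -0.50 for leukocyte, -0.31 for endothelial, -0.98 for mesenchyme, 1.04 for basal epithelium, 3.66 for cornified epidermis, -0.25 for oral and tongue epithelium, 5.04 for hair shaft and inner root sheath, 1.96 for further melanocyte genes, 0.97 for neural and Schwann, -0.88 for sex and 0.06 for Mediator subunit genes. Among the lists added later, they were 0.67 for the Hox genes, -1.76 for craniofacial and jaw patterning, 1.68 for fat cell, 2.16 for sebaceous gland, 0.27 for dermal papilla and 0.11 for salivary gland genes. Of the cornified genes 8 of 9, and of the hair shaft genes 7 of 10, are also in the paper's lists, and CLH libraries express 5 and 2 of them at an RPKM of at least 1.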
